# DNA methylation safeguards the generation of hematopoietic stem and progenitor cells by repression of Notch signaling

**DOI:** 10.1242/dev.200390

**Published:** 2022-05-25

**Authors:** Yan Li, Chao Tang, Fan Liu, Caiying Zhu, Feng Liu, Ping Zhu, Lu Wang

**Keywords:** DNA methylation, Dnmt1, Notch, Hematopoietic stem and progenitor cell, Zebrafish

## Abstract

The earliest hematopoietic stem and progenitor cells (HSPCs) are generated from the ventral wall of the dorsal aorta, through endothelial-to-hematopoietic transition during vertebrate embryogenesis. Notch signaling is crucial for HSPC generation across vertebrates; however, the precise control of Notch during this process remains unclear. In the present study, we used multi-omics approaches together with functional assays to assess global DNA methylome dynamics during the endothelial cells to HSPCs transition in zebrafish, and determined that DNA methyltransferase 1 (Dnmt1) is essential for HSPC generation via repression of Notch signaling. Depletion of *dnmt1* resulted in decreased DNA methylation levels and impaired HSPC production. Mechanistically, we found that loss of *dnmt1* induced hypomethylation of Notch genes and consequently elevated Notch activity in hemogenic endothelial cells, thereby repressing the generation of HSPCs. This finding deepens our understanding of HSPC specification *in vivo*, which will provide helpful insights for designing new strategies for HSPC generation *in vitro*.

## Abstract (precis)

**Summary:** Multi-omics approaches and functional assays reveal global DNA methylome dynamics and an indispensable role of DNA methyltransferase 1 in hematopoietic stem/progenitor cell generation through repression of Notch signaling.

## INTRODUCTION

In vertebrates, hematopoietic stem and progenitor cells (HSPCs) are generated from a subset of endothelial cells (ECs), termed hemogenic endothelium, through endothelial-to-hematopoietic transition (EHT) during embryogenesis (Bertrand et al., 2010; Boisset et al., 2010; Kissa and Herbomel, 2010). During this transition, hemogenic endothelial cells (HECs) change cell morphology and tune down the arterial program to acquire hematopoietic identity (Gama-Norton et al., 2015; Lizama et al., 2015). Identification of possible activators of the hemogenic program and silencers of arterial identity is crucial for understanding the mechanism underlying HSPC generation, which is of great clinical importance for *in vitro* blood production in regenerative medicine. However, our comprehensive understanding of the global transcriptional regulation of the EHT program in vertebrate models remains incomplete.

Multiple factors and signaling pathways have been identified as essential regulators for EHT, including transcription factors Runx1 (Bonkhofer et al., 2019; Chen et al., 2009), Sox17 (Lizama et al., 2015) and Notch signaling (Gama-Norton et al., 2015; Lizama et al., 2015; Zhang et al., 2015). Among these, Notch signaling is at the core of the complex regulatory mechanisms in controlling HSPC development (Bigas et al., 2013; Gama-Norton et al., 2015; Lomeli and Castillo-Castellanos, 2020). Notch signaling regulates HEC specification or HSPC generation through downstream factors, including *runx1* (Bresciani et al., 2014), *cbfb* (Bresciani et al., 2014), *cdca7a* (Guiu et al., 2014) and *Gata2* (Robert-Moreno et al., 2005), in a cell-autonomous or non-cell-autonomous manner (Clements et al., 2011; Kim et al., 2014; Kobayashi et al., 2014; Lomeli and Castillo-Castellanos, 2020). Previous studies have indicated that Notch signaling is not continuously required during HSPC generation, and that it should be downregulated to facilitate HSPC emergence immediately after HEC specification (Gama-Norton et al., 2015; Lizama et al., 2015; Zhang et al., 2017; Zhang et al., 2015). One mechanism for Notch signaling downregulation has been reported in zebrafish, in which G protein-coupled receptor 183 (Gpr183) recruits β-arrestin1 and Nedd4 to degrade Notch1 through the proteasome pathway in HECs (Zhang et al., 2015). Meanwhile, Blos2 (a subunit of biogenesis of lysosome-related organelles complex-1, BLOC-1), which plays a role in endocytic trafficking, can negatively regulate Notch signaling in zebrafish and mouse embryos (Zhou et al., 2016). Loss of Blos2 leads to the impaired degradation of Notch1, thereby causing excessive activation of Notch activity and HSPC defects (Zhou et al., 2016). Regulation of mRNA stability is also reported to be involved in Notch turnover. *notch1a* mRNA with N6-methyladenosine (m^6^A) modification could be recognized by Ythdf2, which is a specific reader to mediate m^6^A-modified mRNA decay, thereby downregulating Notch signaling during HSPC generation (Lv et al., 2018; Zhang et al., 2017). Although the upstream regulatory mechanism of Notch signaling after the initiation of EHT has been extensively studied, the precise regulation of Notch activity, especially at the epigenetic level, is still largely unknown.

DNA methylation plays important roles in gene regulation, genomic imprinting, X-chromosome silencing and embryonic development (Bird, 2002; Cedar and Bergman, 2012; Luo et al., 2018; Wang et al., 2017). DNA methylation is established by *de novo* methyltransferases, DNMT3A and DNMT3B, and is maintained by DNA methyltransferase 1 (DNMT1) (Smith and Meissner, 2013). Accumulating evidence suggests that the regulation of DNA methylation by DNMTs is crucial for adult hematopoiesis, including HSPC self-renewal, expansion and lineage differentiation (Broske et al., 2009; Challen et al., 2011, 2014; Izzo et al., 2020; Trowbridge et al., 2009). In contrast, the regulatory role of DNA methylation in the generation of HSPCs from HECs is still underexplored. Two previous studies in zebrafish reported that *de novo* methyltransferase 3bb.1 (Dnmt3bb.1) promotes the maintenance of HSPC fate via methylation of the key transcription factor *cmyb* (also known as *myb*), and that Dnmt1 regulates HSPC formation by altering *cebpa* expression (Gore et al., 2016; Liu et al., 2015), highlighting the important role of DNA methyltransferases in HSPC emergence during embryonic development. However, the mechanism by which genetic and epigenetic regulatory modes are established at a genome-wide scale to spatio-temporally regulate cell fate transition during HSPC generation remains elusive.

In the present study, we investigated the role of DNA methylation in HSPC generation in zebrafish. We generated a comprehensive DNA methylome landscape during normal embryogenesis and performed functional assays to determine how Notch signaling is precisely regulated at the epigenetic level. The findings of the present study illuminate the role of DNA methylation in modulation of Notch signaling during HSPC generation in zebrafish embryos.

## RESULTS

### Dynamic DNA methylation during HSPC generation

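WGBS was performed on 3 samples each of endothelial cells (ECs), hemogenic endothelial cells (HECs) and hematopoietic stem and progenitor cells (HSPCs) of sibling zebrafish embryos, with 500 sorted cells per sample by the paper's methods. In this assay bisulfite converts unmethylated cytosines, which are then read as thymines, so the share of cytosines that stay gives the methylation level. The authors removed PCR duplicates, aligned the reads to GRCz11 and divided the genome into consecutive 500 bp tiles. A tile was called a differentially methylated region (DMR) when the difference in methylation level between 2 groups of samples passed a minimum and the Benjamini-Hochberg adjusted *P*-value was under 0.05. The deposited lists give the coordinates of the called tiles and hold neither methylation levels nor the direction of a change. They also hold no coverage, so the depth behind a call is unknown, and replicates could not be compared because each list was called once on all replicates of both groups. From each list the tiles were counted and adjacent tiles were merged. A tile was taken as shared between lists when the tiles overlapped by at least 1 bp. Shared tiles were set beside 100 random placements of as many 500 bp tiles on the same chromosomes. Such placement assumes that every tile of a chromosome could have been called.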

To determine the DNA methylation landscape dynamics during HSPC generation in zebrafish, we performed whole genome bisulfite sequencing (WGBS) to obtain the methylomes of ECs, HECs and HSPCs sorted from the aorta-gonad-mesonephros (AGM) region of the transgenic line *kdrl*:mCherry/*runx1*:en-GFP at 36 h post fertilization (hpf), when EHT occurred frequently (Fig. 1A). ECs, HECs and HSPCs were globally and highly methylated, with average 5mC levels of 79.66%, 79.67% and 77.75%, respectively (Fig. 1B). 

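The lists of cell-type-specific DMRs held 246 tiles for ECs, 172 tiles for HECs and 1125 tiles for HSPCs, all on the 25 chromosomes of GRCz11. Merging adjacent tiles left 245, 170 and 1107 regions, so nearly all of these DMRs were isolated tiles, with runs of at most 3 tiles. Per megabase, EC-specific DMRs were densest on chromosome 3 at 0.319 tiles, whereas HEC-specific and HSPC-specific DMRs were densest on chromosome 23 at 0.260 and 1.21 tiles. Each EC-specific tile was also in the list of DMRs between ECs and HECs, and each HSPC-specific tile was in the list between HECs and HSPCs. Every HEC-specific tile was in both of these lists. Only 20 EC-specific tiles (8.13%) were in the list between HECs and HSPCs, and 19 HSPC-specific tiles (1.69%) were in the list between ECs and HECs. Random placement gave means of 0.0813% and 0.0258% for these shares. The lists do not record which tiles gained or lost methylation.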

We identified cell-type-specific differentially methylated regions (DMRs), in which most EC-specific and HEC-specific DMRs were hypomethylated, whereas a large proportion of HSPC-specific DMRs were hypermethylated (Fig. S1A). The distribution of specific DMRs in these three cell types was mainly mapped to introns and gene body regions (Fig. S1B). 

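Together, the DMRs between ECs and HECs and the DMRs between HECs and HSPCs covered 4371 tiles. Of these, 206 tiles were in both lists, or 17.9% of the DMRs between ECs and HECs. Random placement of that list gave a mean share of 0.160% and at most 0.436% in 100 draws. Both comparisons use the same HEC samples, so some sharing arises from the sampling error of those samples alone, and the lists alone do not give its size. When tiles within 1 kb of each other counted as shared, the share was 18.8%. The alternative that moved the random share most drew tiles from those present in any of the lists instead of from the whole chromosomes, and it gave 0.942%.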

To characterize the comprehensive methylomes of EC, HEC and HSPC, we categorized DMRs that were obtained by pairwise comparison of each two adjacent cell types into six distinct clusters based on their methylation levels and used the Genomic Regions Enrichment of Annotations Tool (GREAT) to perform gene ontology (GO) enrichment analysis (Fig. 1C). DMRs in Clusters 1 and 2 showed specific hypermethylation in HSPCs and related genes were mainly enriched in vasculature development, indicating a potential DNA methylation mediated-inhibition of endothelial identity-associated genes during EHT. DMRs in Cluster 1 indicated a gradual DNA methylome formation of genes from ECs to HSPCs, such as cell migration, blood vessel development and angiogenesis-related genes (Fig. 1C). The enriched GO terms of the DMRs in Cluster 3, which were specifically hypomethylated in HECs, included ATP biosynthetic processes, which are involved in HSPC generation. In contrast to Cluster 3, DMRs in Cluster 4 were highly and specifically methylated in HECs, and GO enrichment analysis suggested enrichment in regulation of Notch signaling, indicating that the changes in methylation in regions near these genes were associated with the repression of Notch activity in HECs. Specific hypomethylated DMRs in ECs and HSPCs were grouped into Clusters 5 and 6, respectively. DMRs in Cluster 5 showed enrichment in terms of positive regulation of cell differentiation and JAK-STAT cascade, whereas stem cell division, T cell differentiation and embryonic hematopoiesis were enriched in Cluster 6 (Fig. 1C). Collectively, dynamic methylation indicated a potential role of DNA methylation during HSPC generation.

**Fig. 1.**
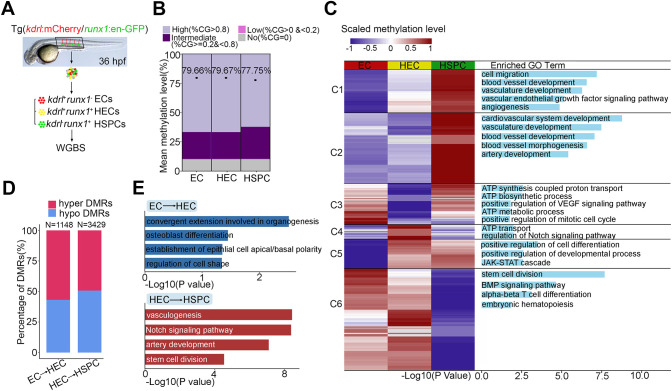
**Dynamic DNA methylation during HSPC generation.** (A) Flowchart of sorting and whole genome bisulfite sequencing. EC, endothelial cell; HEC, hemogenic endothelial cell; HSPC, hematopoietic stem and progenitor cell; WGBS, whole genome bisulfite sequencing. (B) Global DNA methylation levels in EC, HEC, HSPC and fraction of CpGs displaying high (>0.8), intermediate (≥0.2 and <0.8), low (>0 and <0.2) and no (=0) 5mC. *n*=3 replicates. (C) Heatmap displays differentially methylated regions (DMRs) in EC, HEC and HSPC. Right column shows functional enrichment of DMR-related genes by GREAT analysis. The *x*-axis represents the negative log of the *P*-values of the enrichment of the corresponding GO terms. C1-C6, Clusters 1-6. (D) The percentage of hyper-DMRs and hypo-DMRs between each two consecutive stages: EC versus HEC and HEC versus HSPC. (E) GO enrichment of DMRs by GREAT analysis between each two consecutive stages: EC versus HEC and HEC versus HSPC. The *x*-axis represents the negative log of the *P*-values of the enrichment of the corresponding GO terms.

In detail, we focused on two consecutive stages, hematopoietic specification (EC versus HEC) and hematopoietic generation (HEC versus HSPC), to further describe the methylation changes during HSPC generation. 

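On the 25 chromosomes, the list for hematopoietic specification held 1062 tiles and the list for hematopoietic generation held 3255 tiles, and a further 86 and 174 tiles lay on unplaced scaffolds. The total length was 574000 bp at the first stage and 1714500 bp at the second. After adjacent tiles were merged, 1141 and 3382 regions remained, with runs of at most 4 and 3 tiles.  At both stages chromosome 15 was densest, with 1.21 and 3.18 tiles per megabase, and chromosome 4 was sparsest, with 0.512 and 1.79. The paper follows these lists over both stages to describe how methylation changes during HSPC generation.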

We compared changes in the methylomes in these two stages, and identified 1148 and 3429 DMRs, respectively (Fig. 1D). GO analysis of DMRs between EC and HEC revealed enrichment in regulation of cell shape, whereas the enriched terms of HEC versus HSPC included vasculogenesis, Notch signaling, artery development and stem cell division, indicating the continuous role of DNA methylation in the regulation of HSPC generation (Fig. 1E). Taken together, these data reveal dynamic DNA methylation changes in specific genomic regions that are likely involved in the endothelial-to-hematopoietic fate transition during HSPC generation.

### Dnmt1 is required for HSPC generation cell autonomously

Our data showed that among all DNA methyltransferase (DNMT) members in the zebrafish, *dnmt1* was co-expressed with *cmyb/runx1* (HSPC markers) in HSPCs at 36 hpf (Fig. S2A). We therefore chose *dnmt1* to perform knockout or knockdown assays to reduce methylation level as reported previously (Wang et al., 2017). In *dnmt1* mutant (*dnmt1*^s872^) embryos (Anderson et al., 2009), the expression of HSPC markers *runx1* and *cmyb* was almost entirely absent at 36 hpf (Fig. 2A,B), whereas the derivatives of HSPCs, erythroid and lymphoid cells (labeled by *gata1a* and *rag1*, respectively), were also impaired (Fig. 2A,B). Using Tg(*kdrl*:mCherry/*cmyb*:EGFP) embryos, we found that the number of HECs (*kdrl*^+^*cmyb*^+^) in the ventral wall of dorsal aorta was significantly reduced at 36 hpf, leading to a decrease of *cmyb*^+^ HSPCs in the caudal hematopoietic tissue (CHT) region at 2 days post fertilization (dpf) (Fig. 2C). Quantitative real-time PCR (qPCR) confirmed the decreased expression of *runx1* and *cmyb* at 36 hpf in *dnmt1* mutants compared with that in siblings (Fig. 2D). Furthermore, time-lapse imaging of EHT in *dnmt1*-deficient embryos showed that most ECs failed to transit into HSPCs, compared with the control with fate transition occurring (Movies S1 and S2). Next, we used the *dnmt1* translation-blocking morpholino (atgMO), which caused a decrease in Dnmt1 protein levels (Fig. S2B), to verify the aforementioned phenotypes. Whereas primitive hematopoiesis was relatively normal in *dnmt1* atgMO-injected embryos (Fig. S2C), the expression levels of *runx1* and *cmyb* at 36 hpf in the AGM region and *cmyb* at 3 dpf and 4 dpf in the CHT region were obviously reduced (Fig. S2D,E). qPCR analysis of *runx1* and *cmyb* (Fig. S2F) and immunoblotting analysis of Runx1 at 36 hpf (Fig. S2B) confirmed the whole mount *in situ* hybridization (WISH) results, similarly suggesting impaired HSPC emergence. The populations of *kdrl*^+^*cmyb*^+^ HECs in the AGM region at 36 hpf and *cmyb*^+^ HSPCs in the CHT region at 2 dpf were markedly decreased upon *dnmt1* deficiency (Fig. S2G). HSPC derivatives, such as erythrocytes (labeled by *ae1-globin*; *hbae1.1*), myeloid cells (labeled by *l-plastin*; *lcp1*), and lymphoid cells (labeled by *rag1*), were all impaired in *dnmt1* morphants (Fig. S2H,I). A splice-blocking MO (sMO) of *dnmt1* was also designed, and its knockdown efficiency was validated by immunoblotting (Fig. S3A). The unaffected primitive hematopoiesis and abnormal HSPC development in *dnmt1* sMO-injected embryos were consistent with those observed in *dnmt1* genetic mutants and atgMO-injected embryos (Fig. S3B-H). Collectively, these results indicate that Dnmt1 is required for HSPC development.

**Fig. 2.**
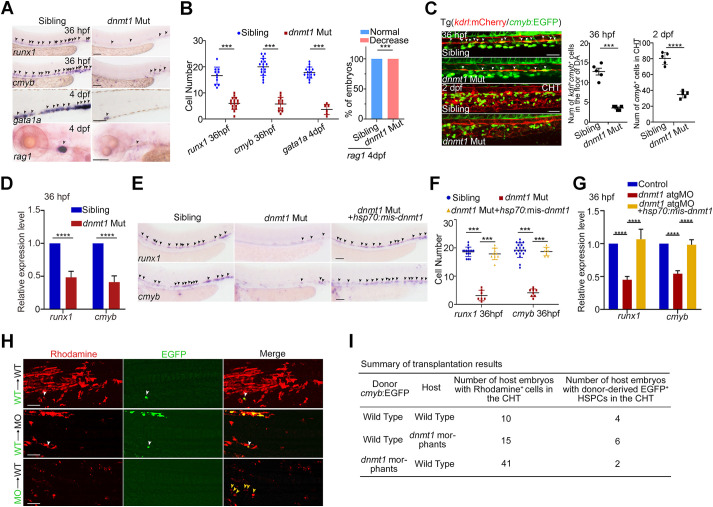
**DNA methylation is required for HSPC generation.** (A) Expression of HSPC markers *runx1* and *cmyb* (arrowheads) at 36 hpf, erythroid marker *gata1* (arrowheads) at 4 dpf and lymphoid marker *rag1* (arrowheads) at 4 dpf in siblings and *dnmt1* mutants by WISH. *n*≥3 replicates. (B) Quantification of WISH results in A. (C) Confocal imaging showing the number of *kdrl^+^*/*cmyb^+^* HECs in AGM at 36 hpf (white arrowheads), and *cmyb^+^* HSPCs in the caudal hematopoietic tissue (CHT) region at 2 dpf in siblings and *dnmt1* mutants (left panels, *n*≥3 replicates), with quantification (right panels). *n*=5 embryos. (D) qPCR analysis of *runx1* and *cmyb* expression in sibling and *dnmt1* mutant embryos at 36 hpf. *n*=3 replicates. (E) Expression of *runx1* and *cmyb* in sibling, *dnmt1* mutant and *dnmt1* mutant embryos injected with *hsp70*: mismatch-*dnmt1*-EGFP constructs. The arrowheads indicate the expression of HSPC markers *runx1* and *cmyb*. *n*≥3 replicates. (F) Quantification of WISH results in E. (G) qPCR analysis of *runx1* and *cmyb* expression in control, *dnmt1* morphants and embryos co-injected with *dnmt1*-atgMO and *hsp70*: mismatch-*dnmt1*-EGFP constructs. *n*=3 replicates. (H) Transplantation results showing HSPC reconstitution in the CHT region of recipient embryos at 36 hpf. Green, *cmyb*^+^ EGFP cells; red, Rhodamine. White arrowheads show EGFP^+^ HSPCs contributed by donor cells; yellow arrowheads show donor-derived EGFP^−^ hematopoietic cells in CHT region. (I) Summary of transplantation results in H. Data are mean±s.d. ***P<0.001, ****P<0.0001 (unpaired two-tailed Student's *t*-test). Scale bars: 100 μm (A,E); 50 μm (C,H).

To evaluate the exact stage of DNA methylation functioning in definitive hematopoiesis, we performed time-course experiments with 5-Aza treatment, a specific inhibitor of DNA methyltransferases, from 24 hpf to 36 hpf, the time window during which HSPCs are generated through EHT (Bertrand et al., 2010; Kissa and Herbomel, 2010). The expression of *runx1* and *cmyb* was decreased in 5-Aza-treated embryos at 36 hpf, indicating that DNA methylation was required for HSPC generation (Fig. S4A,B). After validating the overexpression efficiency by live imaging and western blotting (Fig. S4C,D), we applied a stage-specific mRNA rescue approach, in which *dnmt1* was driven by the *hsp70* promoter, from 24 hpf onwards, and found that the HSPC defects in *dnmt1* mutant and morphants were efficiently rescued (Fig. 2E-G; Fig. S4E,F). Altogether, these results demonstrate that Dnmt1 is responsible for HSPC generation.

We next performed rescue experiments by co-injecting *dnmt1* atgMO and *dnmt1* mis-mRNA (with mutated atgMO-binding sites to avoid MO blocking) with or without the conserved methyltransferase domain (Fig. S4G). The decreased *runx1* expression in *dnmt1* morphants can be rescued by *dnmt1* mis-mRNA but not by the truncated mis-mRNA (Fig. S4H,I), suggesting that Dnmt1 regulation of HSPC development was dependent on its methyltransferase activity.

To further determine whether Dnmt1 is required cell autonomously for the generation of HSPCs, we performed cell transplantation at blastula stage. Rhodamine-labeled lateral mesodermal cells from Tg(*cmyb*:EGFP) embryos were transplanted into the corresponding regions of non-transgenic recipient embryos. The results showed that 4/10 wild-type recipients and 6/15 *dnmt1* morphant recipients had a few GFP^+^ HSPCs derived from wild-type donor cells, whereas only few wild-type recipients (2/41) had GFP^+^ HSPCs from donor cells of *dnmt1* morphants (Fig. 2H,I), suggesting that blastula cells lacking *dnmt1* hardly gave rise to *cmyb*^+^ HSPCs in normal recipients. Taken together, Dnmt1 is required for HSPC generation cell autonomously.

### DNA methylation controls HSPC generation through repressing endothelial identity

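RNA-seq covered 16 libraries, of 500 sorted cells each by the paper's methods, with 3 sibling and 3 *dnmt1* mutant libraries for ECs and for HECs and 2 of each genotype, numbered replicates 2 and 3, for HSPCs. The authors aligned the reads to GRCz11 with hisat2 and counted them on genes with HTSeq, and the deposited table gives these counts without normalization for 47048 genes. Counts on genes ranged from 3125048 to 6059149 in sibling ECs (median 4594618) and from 4047943 to 6324042 in mutant ECs (median 4532071). In HECs they ranged from 3735369 to 13060881 in siblings (median 3817203) and from 4337940 to 11224134 in mutants (median 4652627). Sibling HSPC libraries held 3832048 and 11979546 counts, and mutant HSPC libraries held 4040985 and 13201410.
The protocol field of the sample labels instead describes sorting of single cells and a 3′-biased tagged method, so the input of a library and the part of a transcript that its counts cover are not certain.
The table's columns were assigned to genotypes by their own names, which match the titles of the samples. Another field of the sample labels names the opposite genotype for the same samples, and if that field is right, every direction between siblings and mutants given from RNA-seq reverses. Normalized for library size by edgeR's TMM method, the *dnmt1* transcript was at 108, 67.7 and 43.8 CPM (counts scaled by library size) in sibling ECs and at 106, 117 and 77.6 CPM in mutant ECs. It was at 119, 138 and 138 CPM in sibling HECs and at 78.1, 134 and 119 CPM in mutant HECs. Sibling HSPCs had 182 and 79.2 CPM, and mutant HSPCs had 235 and 95.6 CPM. The log2 fold change of *dnmt1* in mutants was 0.45 (standard error 0.43) in ECs, −0.26 (standard error 0.43) in HECs and 0.34 (standard error 0.53) in HSPCs. Each had an adjusted *P*-value of 1 from edgeR's quasi-likelihood test, so the level of this transcript did not separate the genotypes.
All 16 libraries were fitted in one edgeR model with a coefficient for each cell type and genotype. The test covered 21161 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted *P*-value under 0.05 and an absolute log2 fold change of at least 1. The authors' methods give DESeq2 with an adjusted *P*-value under 0.5, and both thresholds were also tried with DESeq2. WGBS of *dnmt1* mutants covered 3 samples of each cell type, and the deposited lists of DMRs between siblings and mutants have the same form as the lists of the siblings.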

To investigate the molecular mechanisms by which DNA methylation affects HSPC generation, we performed WGBS and RNA-sequencing (RNA-seq) of ECs, HECs and HSPCs sorted from siblings and *dnmt1* mutants at 36 hpf. Deletion of *dnmt1* caused a significant decrease of global DNA methylation level in ECs, HECs and HSPCs (from 79.66% to 63.62% in ECs, from 79.67% to 63.92% in HECs and from 77.75% to 55.07% in HSPCs) (Fig. 3A). 

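Between siblings and *dnmt1* mutants, the list for ECs held 132781 tiles, the list for HECs 117978 and the list for HSPCs 221677. These tiles covered 66390500 bp, 58989000 bp and 110838500 bp. Merging adjacent tiles gave 117362, 105457 and 177560 regions, with runs of up to 9, 6 and 17 tiles. All the lists were densest on chromosome 19, with 124 tiles per megabase in ECs, 112 in HECs and 208 in HSPCs. They were sparsest on chromosome 4, with 69.8, 61.3 and 115 tiles per megabase. The union of the lists was 371484 tiles, and 11541 of these (3.11%) were in all of them. Tiles found in 1 cell type only made up 55.7% of the EC list, 52.8% of the HEC list and 65.8% of the HSPC list.
ECs and HECs shared 25138 tiles, which was 18.9% of the EC list against a mean of 4.22% and a maximum of 4.38% with random placement. HECs and HSPCs shared 42076 tiles, 35.7% of the HEC list, against a mean of 7.94%. ECs and HSPCs shared 45279 tiles, 34.1% of the EC list, also against 7.94%. The alternative that moved the random share most drew tiles from those in any list, and it gave 31.6% for ECs with HECs, above the observed share. Each tile drawn this way belongs to some list by construction, so that share follows the size of the lists. It does not show that the sharing was below chance. Of the DMRs between sibling ECs and HECs, 29.8% were in the mutant list of ECs and 32.8% in that of HECs, against 4.74% and 4.17% with random placement. Of the DMRs between sibling HECs and HSPCs, 26.8% were in the mutant list of HECs and 34.6% in that of HSPCs, against 4.15% and 7.85%. These comparisons use the same sibling samples on both sides, which raises the shares by an amount that the lists alone do not give.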

Consistently, analysis of DMRs revealed that, compared with their siblings, *dnmt1* mutants had more hypomethylated DMRs (hypo-DMRs) than hypermethylated DMRs (hyper-DMRs) in three different cell types (Fig. S5A). The distribution of DMRs in these three cell types was mainly mapped to gene body and introns regions (Fig. S5B). We identified hypo-DMRs at the promoter region in ECs, HECs and HSPCs, and then performed GO analysis of these genes. Genes with hypo-DMRs in ECs were enriched in terms related to cell junction organization, blood vessel development and endothelial cell development. Hypo-DMRs in HECs were enriched in terms related to cell junction organization, inflammatory response and positive regulation of Notch signaling, which are all essential for EHT. Meanwhile, the enriched GO terms for hypo-DMRs in HSPCs included angiogenesis and blood vessel development (Fig. 3B). Together, these results suggest a potential role of Dnmt1-mediated DNA methylation in regulation of endothelial cell and blood vessel development during HSPC generation.

**Fig. 3.**
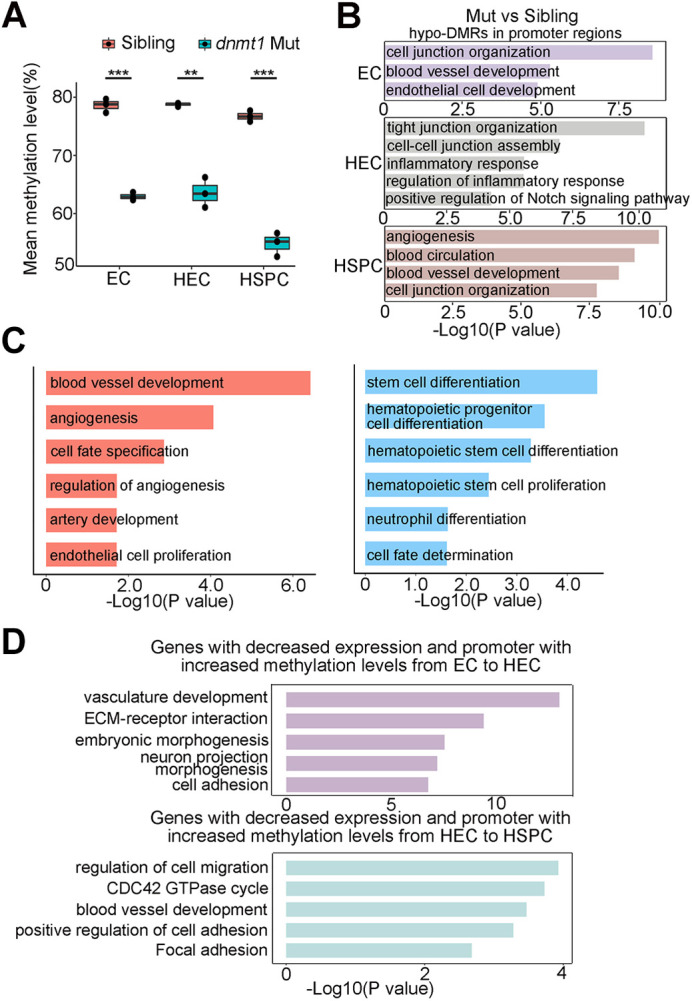
**Loss of Dnmt1 deregulates endothelial programs.** (A) Mean methylation level in EC, HEC and HSPC in siblings and *dnmt1* mutants shows decreased methylation level upon the depletion of *dnmt1*. Data are mean±s.d. *n*=3 replicates. **P<0.01, ***P<0.001 (unpaired two-tailed Student's *t*-test). The boxes show the interquartile range (IQR) around median (middle line). Whiskers correspond to 1.5x IQR. Dots indicate replicates=3. (B) GO analysis of genes with hypomethylated DMRs in promoter regions in *dnmt1* mutants, compared with siblings, in EC, HEC and HSPC. (C) GO enrichment of genes with differential expression showing the enrichment of upregulated (left panel) and downregulated (right panel) signaling pathways in *dnmt1* mutants. (D) GO analysis of the genes inactivated during HSPC generation, while the methylation levels of their promoters increased. The *x*-axis represents the negative log of the *P*-values of the enrichment of the corresponding GO terms (B-D).

Next, we examined the expression level and found that 901 and 795 genes were upregulated and downregulated in *dnmt1* mutants*,* respectively (Fig. S5C). 

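In HSPCs, the edgeR model called 0 of the 21161 genes tested, with 2 libraries per genotype. On data simulated with the spread seen here, it found 30 of 200 genes changed by a log2 of 3 in HSPCs. A count of 0 thus leaves large changes possible. At an unadjusted *P*-value under 0.05 with the same fold-change minimum it gave 398 genes, 221 higher and 177 lower in mutants. Of the alternatives on all libraries, DESeq2 moved this count most. It called 48 genes at an adjusted *P*-value under 0.05, 21 higher and 27 lower, and 135 genes at 0.5, 65 higher and 70 lower. With the edgeR model, HECs and ECs also had 0 calls, and 564 and 655 genes at an unadjusted *P*-value under 0.05. The change in mutants differed between cell types for 0 genes in each comparison. At an unadjusted *P*-value under 0.05 this difference was seen for 474 genes between HSPCs and HECs, 501 between HSPCs and ECs and 767 between HECs and ECs.
Fig. S5C labels 7 genes on the upregulated side, *dla*, *dlb*, *notch1b*, *notch3*, *her13*, *her8.2* and *her8a*. All 7 had a higher fitted level in mutant HSPCs, with a median log2 fold change of 1.93. Of the 6 genes labelled on the downregulated side, *hbae1*, *her4.3*, *lyz*, *hbbe2*, *hbae5* and *hbae3*, all had a lower fitted level, with a median of −1.64. Adjusted over the list alone, 0 genes of either list passed, and this would not be independent evidence because the study chose them on these libraries. *notch1b* was at 49.3 ± 48.8 CPM (SD, *n*=2) in mutants and 13.7 ± 6.26 CPM (SD, *n*=2) in siblings, a log2 fold change of 1.84 (standard error 0.61, adjusted *P*-value 1 from edgeR). Without HSPC mutant replicate 2, its log2 fold change was 0.11. *dla* was at 70.0 ± 37.6 CPM in mutants and 11.4 ± 10.5 CPM in siblings, and both mutant libraries lay above both sibling libraries. *notch3* was at 30.8 ± 13.8 CPM in mutants and 9.49 ± 0.376 CPM in siblings, a log2 fold change of 1.69 (standard error 1.57, adjusted *P*-value 1 from edgeR). In the gene order of the assembly GRCz12tu, *notch3* lies 9 genes from *dnmt1*, so a variant linked to the mutation can move with the genotype there. *hbae1* was at 723 ± 535 CPM in mutants and 13638 ± 13100.5 CPM in siblings, a log2 fold change of −4.24 (standard error 2.70, adjusted *P*-value 1 from edgeR). It belongs to a family of near-identical globin genes between which reads may have been split in counting. Several other globin genes lie 10 to 17 genes from *dnmt1* in the same gene order. *hbae1* itself was not placed, so a variant linked to the mutation stays open as a cause of its lower counts. *her13* reached at most 98 counts in a library and *lyz* at most 32 in HSPCs. Without HSPC sibling replicate 2, the fitted log2 fold changes of *hbbe2*, *hbae5*, *her4.3*, *lyz* and *hbae3* were 2.98, 2.87, 6.61, 1.06 and 0.19, the opposite direction. Only *hbae1* stayed lower, at −2.65. This fit had 1 sibling library left and so no test. It also kept HSPC mutant replicate 2 without its same-numbered sibling. *hbae3* was lower in mutants in both replicate numbers, at 19455 against 67777.9 CPM in replicate 2 and 8706.88 against 11965.5 CPM in replicate 3. In replicate 3, *hbbe2*, *hbae5*, *her4.3* and *lyz* were higher in the mutant library, so their lower direction rests on replicate 2. HSPC sibling replicate 3 has 0 counts of *her4.3*, and the mutant libraries have 8 and 26.

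**Figure D1:**
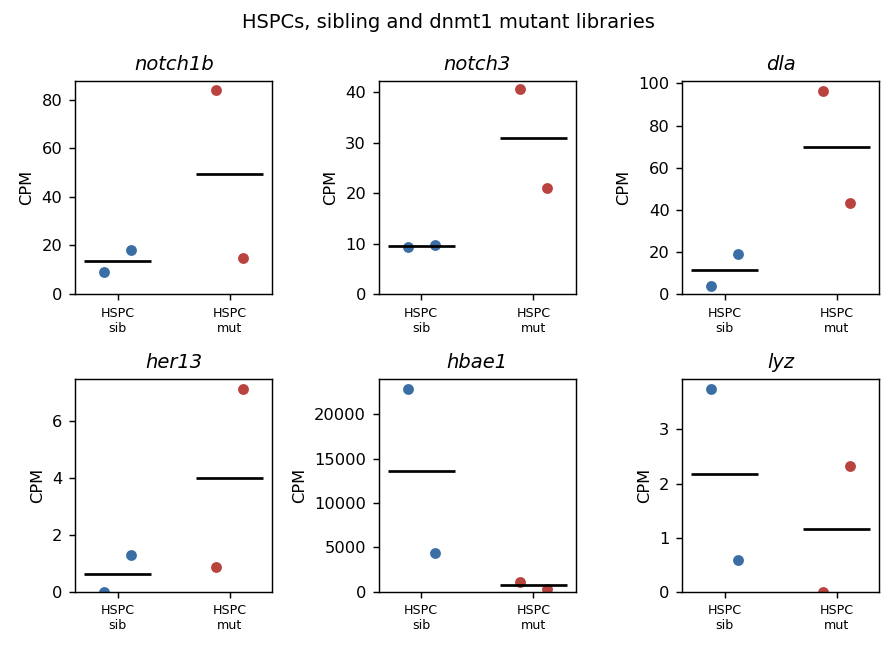
CPM, normalized for library size, of 6 genes labelled in Fig. S5C in HSPCs. The y axis of each panel gives CPM, each point is 1 library, the black line is the mean of the 2 libraries, and sib and mut are siblings and *dnmt1* mutants. The 2 mutant libraries of *notch3* and *dla* lie above the 2 sibling libraries and those of *hbae1* below them, whereas the genotypes overlap for *notch1b*, *her13* and *lyz*.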

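Lists of genes fixed beforehand were tested as sets with limma's camera on voom values of the same libraries, with adjustment over the lists within a cell type. The vascular list (53 of its 55 genes tested) had 24 genes higher in mutant HSPCs, a median log2 fold change of −0.01 and an adjusted *P*-value of 0.554. Adjusted over the list alone, 1 vascular gene passed. It was *robo4*, which was lower in mutants, and over all genes its adjusted *P*-value was 1. The 4 arterial genes *dll4*, *dlc*, *efnb2a* and *hey2* had a median of −0.33 and an adjusted *P*-value of 0.554. Adjusted over the list alone, *dll4* passed with a log2 fold change of −1.55 (standard error 0.53, adjusted *P*-value 0.0447 over the list and 1 over all genes, both from edgeR).
The hematopoietic list (32 of 35 genes tested) had 10 genes higher, a median of −0.45 and an adjusted *P*-value of 0.174, with 0 genes adjusted over the list alone. With the replicate number as a block, its adjusted *P*-value was 0.0260, again lower in mutants. A list of Notch targets (15 of 20 genes tested) was higher in mutants, with 10 genes higher, a median of 0.68 and an adjusted *P*-value of 0.0322, and 0.130 with the replicate block. The wider Notch signaling list (45 of 54 genes tested) had 24 genes higher, a median of 0.14 and an adjusted *P*-value of 0.301. With limma's fry or with an estimated correlation between genes, no list passed 0.05 in any of the 3 cell types, and the lowest adjusted *P*-values were 0.837 and 0.433.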

Intriguingly, genes with upregulated expression showed enrichment in blood vessel development, angiogenesis and artery development, whereas genes with decreased expression were enriched for terms associated with stem cell differentiation and hematopoietic progenitor cell differentiation (Fig. 3C). Besides, gene set enrichment analysis (GSEA) in HECs suggested that *dnmt1* deficiency resulted in enriched vasculogenesis and Notch signaling (Fig. S5D). Collectively, these results indicate that *dnmt1* deficiency led to dysregulated blood vessel development-related transcription, thereby disrupting HSPC generation.

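In HECs, with 3 libraries per genotype, the vascular list was higher in *dnmt1* mutants, with 36 of 53 genes higher, a median log2 fold change of 0.16 and an adjusted *P*-value of 0.00370 from camera. Adjusted over the list alone, 0 vascular genes passed. The replicate block gave 0.00136, fry gave 0.999 and an estimated correlation gave 0.973. When each HEC library was left out in turn, the adjusted *P*-value ranged from 3.45e-07 to 0.314. It passed 0.05 without sibling replicate 2 or mutant replicate 3. It was 0.270 without sibling replicate 1, 0.314 without sibling replicate 3, 0.134 without mutant replicate 1 and 0.0780 without mutant replicate 2. In ECs the same list was lower in mutants, with 18 of 53 genes higher, a median of −0.18 and an adjusted *P*-value of 0.320. With each EC library left out in turn this ranged from 0.000192 without EC sibling replicate 1 to 0.921, and it was 0.0122 without EC mutant replicate 3, in these 2 fits again lower in mutants. Without EC sibling replicate 3 the list was higher in mutants, at 0.514. Whether the list differed between HECs and ECs was not tested.
The Notch signaling list was lower in mutant HECs, with 19 of 45 genes higher, a median log2 fold change of −0.06 and an adjusted *P*-value of 0.432, and 0 genes adjusted over the list alone. Across the alternatives that could be run its adjusted *P*-value stayed above 0.05, and with each library left out it ranged from 0.220 to 0.874. Notch receptors and ligands had 4 of 13 genes higher, a median of −0.52 and an adjusted *P*-value of 0.909. Notch targets had 10 of 15 genes higher, a median of 0.22 and an adjusted *P*-value of 0.979. From its GSEA of vasculogenesis and Notch signaling in HECs together with the GO terms of its DEGs, the paper concludes that loss of *dnmt1* dysregulated transcription related to blood vessels and in that way disrupted HSPC generation.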

To further interrogate whether Dnmt1-mediated methylation regulates gene expression during HSPC generation, we performed correlations analysis between methylation of promoter regions and corresponding gene transcription at hematopoietic specification stage (EC versus HEC) and hematopoietic generation stage (HEC versus HSPC) in sibling and *dnmt1* mutants, respectively. As DNA methylation usually acts as a repressive regulator of gene expression (Jones, 2012), we identified genes with negative correlation and further analyzed the genes with upregulated promoter methylation and decreased RNA expression in sibling samples, but not in *dnmt1* mutant. We identified 391 and 199 genes at specification and generation stages, respectively. 

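The authors' deposited table for the specification stage names 385 genes, and that for the generation stage names 199. In the authors' deposited table of the first stage, expression in siblings is lower in HECs than in ECs for 179 genes and higher for 206. Promoter methylation in the authors' deposited table rises for 199 of these genes and falls for 182, and 163 genes combine lower expression with higher methylation. In the authors' deposited table of the second stage, all 199 genes combine lower expression with higher methylation. The count table holds every listed gene, and 358 and 181 of them were tested.
Over all 358 genes of the first stage, 177 (49.4%) were lower in HECs than in ECs of siblings and 187 (52.2%) were lower in mutants. Of all genes tested, 46.0% and 49.8% were lower. The genes of the first stage were therefore divided by the direction in the authors' deposited table, a choice made after the data were seen. Of the 177 tested genes listed as lower, all 177 were lower in siblings, with a median log2 fold change of −2.03, and 172 were lower in mutants, with a median of −1.50. The 181 tested genes listed as higher had medians of 3.08 in siblings and 2.21 in mutants, and 15 of them were lower in mutants. From HECs to HSPCs, 177 of the 181 listed genes were lower in siblings, with a median of −2.50, and 175 were lower in mutants, with a median of −2.55. With the genes whose counts were all 0 at 1 stage set to the bound that 3 counts give, the medians of the genes listed as lower were −2.02 and −1.49 at the first stage and −2.37 and −2.50 at the second. In 10000 random lists matched on mean expression, 95% of the medians in mutants lay between −0.08 and 0.25 at the first stage and between −0.30 and 0.05 at the second. The permutation *P*-value of each median was 0.0002, the smallest that these lists can give. The medians are not independent evidence in either genotype, because the authors chose the genes by their change in the sibling libraries and by correlations in both genotypes. Lists matched on expression alone do not account for that choice.

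**Figure D2:**
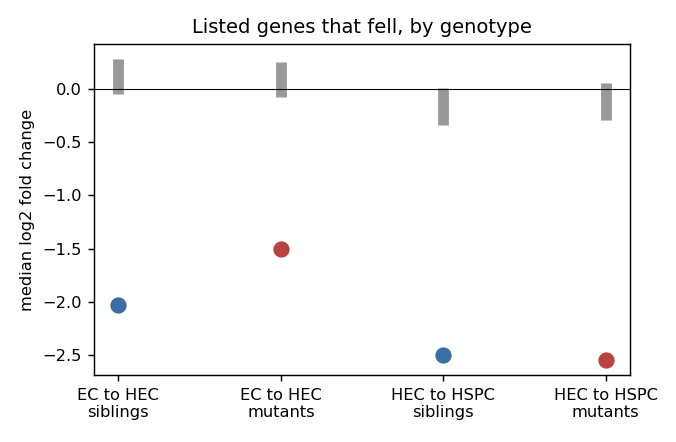
Median log2 fold change from EC to HEC and from HEC to HSPC of the genes listed as lower in the authors' deposited table, with siblings in blue and *dnmt1* mutants in red. Each point is the median of 177 genes at the first stage or 181 genes at the second, and the grey bars hold 95% of the medians of random lists matched on expression. The medians lie far below the bars in both genotypes, at −2.03 and −1.50 at the first stage and at −2.50 and −2.55 at the second.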

GO analysis showed that these genes at specification and generation stages were both clearly enriched in the terms associated with vasculature development and blood vessel development, which indicated that Dnmt1-mediated methylation was involved in regulation of vessel development-related genes (Fig. 3D).

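Of the vascular genes fixed beforehand, 9 were among the genes of the specification stage, *angpt1*, *egfl7*, *flt4*, *mmrn2b*, *nrp2a*, *pecam1*, *she*, *sox18* and *tie1*. In siblings, 8 of the 9 were lower in HECs than in ECs and *angpt1* was higher, and 0 of the 9 had an adjusted *P*-value under 0.05 in the edgeR model, against 7 at an unadjusted *P*-value under 0.05. The lowest adjusted *P*-value was 0.108, that of *pecam1*, with a log2 fold change of −1.98 (standard error 0.45). Across all genes, 4 were called between sibling HECs and ECs, with *aldh1l2* and *ank1a* higher and *grb10a* and *si:dkeyp-97a10.1* lower (these 4 and *pecam1* are named here after their values were seen), and 2816 genes had an unadjusted *P*-value under 0.05. The replicate block gave 198 calls, and leaving out 1 library at a time gave from 0, for example without EC sibling replicate 2, to 190 without EC sibling replicate 1.
Among the genes of the generation stage, 5 were in the vascular list, *cxcl12b*, *egfl7*, *nrp1a*, *sox18* and *stab2*, and all 5 were lower in sibling HSPCs than in HECs. *egfl7* had a log2 fold change of −6.45 (standard error 1.04, adjusted *P*-value 0.0066 from edgeR), and *stab2* also passed. The authors chose the genes of both stages by their change in these sibling libraries, and listed every gene of the generation stage as lower. The directions and *P*-values of these vascular genes are therefore not independent evidence. Across all genes, 294 were called between sibling HSPCs and HECs, 99 higher and 195 lower, and 588 with the replicate block. The excess of lower genes depends on the setting, since 2120 genes were higher and 1458 lower at an unadjusted *P*-value under 0.05, and DESeq2 called 867 higher and 677 lower at an adjusted *P*-value under 0.05. From the GO terms of both gene sets, the paper proposes that methylation mediated by Dnmt1 takes part in regulating genes of vessel development.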

To further explore whether DNA methylation affects HSPC generation by regulating vascular genes, we first examined the expression of arterial endothelial markers *dll4*, *dltC*, *ephrin-B2a* and *hey2*. The expression of these genes was significantly increased in *dnmt1* knockout and knockdown embryos (Fig. 4A-C; Fig. S5E,F), suggesting that Dnmt1-mediated methylation inhibited arterial endothelial genes. Next, to determine whether the Dnmt1 deficiency-induced arterial genes were responsible for the HSPC defects, we performed endothelial overexpression of *dnmt1* by co-injecting constructs driven by *fli1a* promoter with *tol2* transposon (Fig. S5G). The results showed that *dnmt1* overexpression in ECs efficiently rescued the decrease of HSPCs in the AGM region in *dnmt1* mutants and morphants (Fig. 4D,E; Fig. S5G,H). In addition, double fluorescent *in situ* hybridization (FISH) of *cmyb* and *egfp* showed that endothelial-derived Dnmt1-EGFP overexpression rescued the population of *cmyb*^+^ cells (Fig. 4D). Taken together, our data suggest that DNA methylation actively promotes HSPC generation through the repression of arterial endothelial genes.

**Fig. 4.**
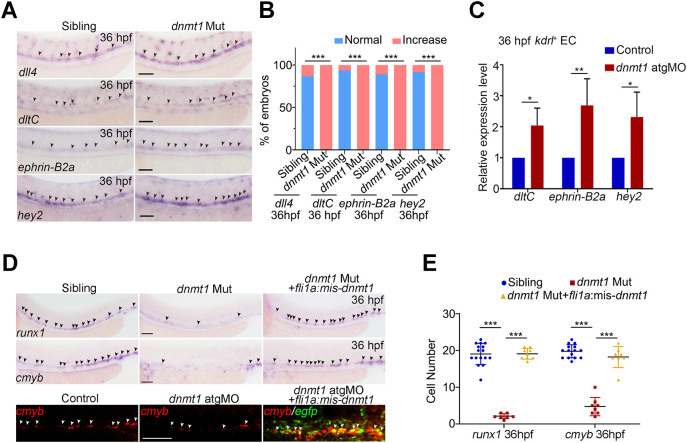
**Dnmt1-mediated methylation controls HSPC generation through blocking arterial endothelial identity.** (A) WISH analysis showing the expression of arterial endothelial genes *dll4*, *dltC*, *ephrin-B2a* and *hey2* in siblings and *dnmt1* mutants at 36 hpf. The arrowheads indicate the expression of corresponding arterial endothelial genes. *n*≥3 replicates. (B) Statistical analysis of the WISH in A. (C) qPCR analysis of arterial endothelial genes *dltC*, *ephrin-B2a* and *hey2* in *kdrl*^+^ ECs in siblings and *dnmt1* mutants. *n*=3 replicates. (D) WISH results showing expression of *runx1* and *cmyb* (black arrowheads) at 36 hpf in sibling, *dnmt1* mutant and *dnmt1* mutant embryos injected with *fli1a*: mismatch-*dnmt1*-EGFP constructs (upper panels) and FISH analysis of *cmyb* and *egfp* (white arrowheads) at 36 hpf in control, *dnmt1* morphants and embryos co-injected with *dnmt1* atgMO and *fli1a*:mismatch-*dnmt1*-EGFP constructs showing that endothelial-derived Dnmt1-EGFP overexpression rescued the population of *cmyb*^+^ cells (bottom panel). *n*=3 replicates. (E) Statistical analysis of the WISH data in D. Data are mean±s.d. *P<0.05, **P<0.01 ***P<0.001 (unpaired two-tailed Student's *t*-test). Scale bars: 100 µm (A,D upper panels); 50 µm (D bottom panels).

### Increased Notch signaling is involved in HSPC defects upon loss of DNA methylation

Given that regulators of arterial fate, including Notch signaling, are implicated in HSPC generation from HEC in zebrafish (Zhang et al., 2017; Zhang et al., 2015), together with the finding that specifically methylated regions in HECs are enriched in Notch signaling (Fig. 3B), we further explored the link between Notch signaling and DNA methylation during HSPC generation. First, we examined the expression of a panel of Notch-related genes by qPCR in the HECs of sibling and *dnmt1* mutant embryos at 36 hpf. A significant induction in the expression of several Notch-related genes was observed in the *dnmt1* mutant (Fig. 5A). Western blotting showed that the protein levels of Notch1 were higher in *dnmt1*-deficient embryos compared with that in siblings (Fig. 5B). Next, we detected Notch activity *in vivo* using Tg(*tp1*:mCherry/*fli1a*:EGFP) embryos (tp1:mCherry expresses mCherry protein driven by the promoter of terminal protein 1 gene containing the Notch-responsive element), which could specifically indicate Notch activity in ECs, and observed an increased number of *tp1*^+^ ECs upon *dnmt1* knockdown compared with control embryos (Fig. 5C), suggesting that Notch activity was increased in ECs. We then investigated whether inhibition of Notch signaling could rescue HSPC defects in *dnmt1*-deficient embryos. We performed DBZ (a Notch inhibitor) treatment from 26 hpf to specifically inhibit Notch signaling during HSPC generation (Zhang et al., 2015) and found that the diminished expression of *cmyb* and *runx1* in *dnmt1*-deficient embryos could be efficiently restored (Fig. 5D,E), which was also confirmed by qPCR (Fig. 5F). The increased Notch1 protein level and impaired HSPC generation were also restored by DBZ treatment in *dnmt1* sMO-injected embryos (Fig. S6A-C). Collectively, these results demonstrate that, in the absence of Dnmt1, upregulation of Notch signaling is responsible for the observed HSPC defects.

**Fig. 5.**
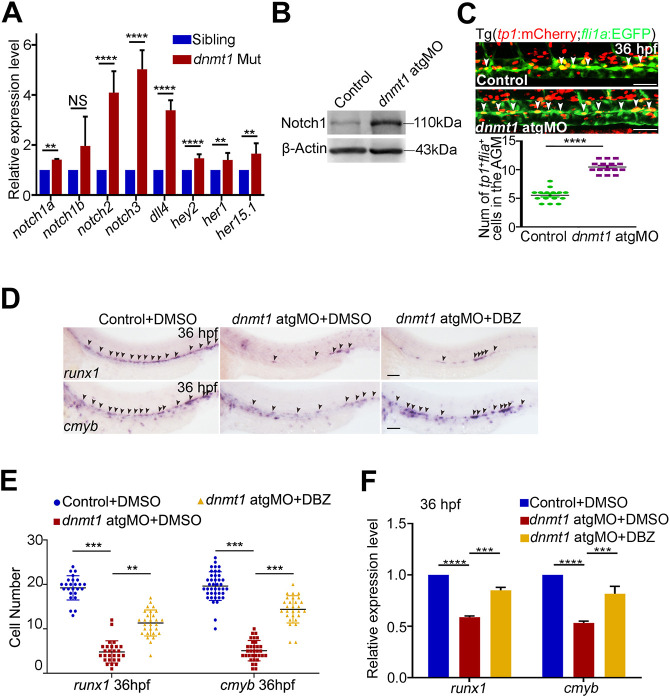
**Dnmt1 represses Notch signaling to regulate HSPC generation.** (A) qPCR analysis showing expression of Notch-related genes *notch1a*, *notch1b*, *notch2*, *notch3*, *dll4*, *hey2*, *her1* and *her15.1* in *kdrl*^+^/*runx1*^+^ HECs. *n*=3 replicates. (B) Protein level of Notch1 in control and *dnmt1*-deficient embryos at 36 hpf. (C) Confocal imaging showing the number of *tp1^+^/fli1a^+^* cells in the AGM in control and *dnmt1* morphants (white arrowheads, upper panels) with quantification (bottom panel). *n*≥3 replicates. (D) WISH analysis showing the expression of *runx1* and *cmyb* (arrowheads) at 36 hpf in control and *dnmt1* morphants treated with DMSO or DBZ. *n*≥3 replicates. (E) Statistical analysis of the WISH data in D. (F) qPCR analysis of *runx1* and *cmyb* expression in control and *dnmt1* morphants treated with DMSO or DBZ at 36 hpf. *n*=3 replicates. Data are mean±s.d. **P<0.01, ***P<0.001, ****P<0.0001 (unpaired two-tailed Student's *t*-test). NS, no significance. Scale bars: 50 µm (C); 100 µm (D).

Finally, we investigated the relationship between methylation level and repression of a large panel of Notch signaling genes. 

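The regions shown in Fig. 6B are 500 bp tiles of GRCz11. They lie on chromosome 21 for *notch1a*, chromosome 5 for *notch1b*, chromosome 8 for *notch2* and chromosome 3 for *notch3*. All 4 tiles were in the list of DMRs between siblings and *dnmt1* mutants of HECs. The tiles at *notch1b* and *notch3* were also in the HSPC list, and none of the 4 was in the EC list. Within 10 kb of each tile, the HEC list held 3 DMRs at *notch1a*, 2 at *notch1b*, 3 at *notch2* and 5 at *notch3*, the labelled tile included. A window of this size held on average 1.91, 1.50, 1.74 and 1.87 DMRs of the HEC list on the same chromosomes. Each window was centred on a listed tile, which raises its count above that average. In HSPCs the windows held 3, 2, 4 and 14 DMRs, against averages of 3.61, 2.86, 3.36 and 3.46, so those of *notch1a* and *notch1b* lay below the average. In ECs there were 4 DMRs in the window of *notch3* and 0 in the windows of the others, against averages from 1.69 to 2.13. No window held a DMR of either sibling stage or of the cell-type-specific lists. Which exons or introns the tiles overlap was not analysed here, because no annotation of GRCz11 was used. The lists give neither the methylation levels nor the direction at these tiles, and no replicate check is possible from them. The paper uses WGBS and bisulfite-PCR of these regions (Fig. 6) as part of its basis for a role of Dnmt1 in HSPC generation by way of repressed Notch genes. Its other evidence is qPCR of Notch genes in HECs, Notch1 protein, a reporter of Notch activity and rescue by a Notch inhibitor.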

We explored the WGBS data of HECs in sibling and *dnmt1* mutants, and found that most of Notch genes, including *notch1a*, *notch1b*, *notch2* and *notch3*, displayed hypo-methylation at proximal elements in the *dnmt1* mutant compared with controls (Fig. 6A). Direct sequencing of bisulfite-PCR products confirmed the reduced methylation levels in these regulatory regions of Notch genes in HECs upon *dnmt1* knockout (Fig. 6B). Taken together, these results support the role of Dnmt1-mediated methylation in regulation of HSPC generation through repression of Notch genes (Fig. S6D).

**Fig. 6.**
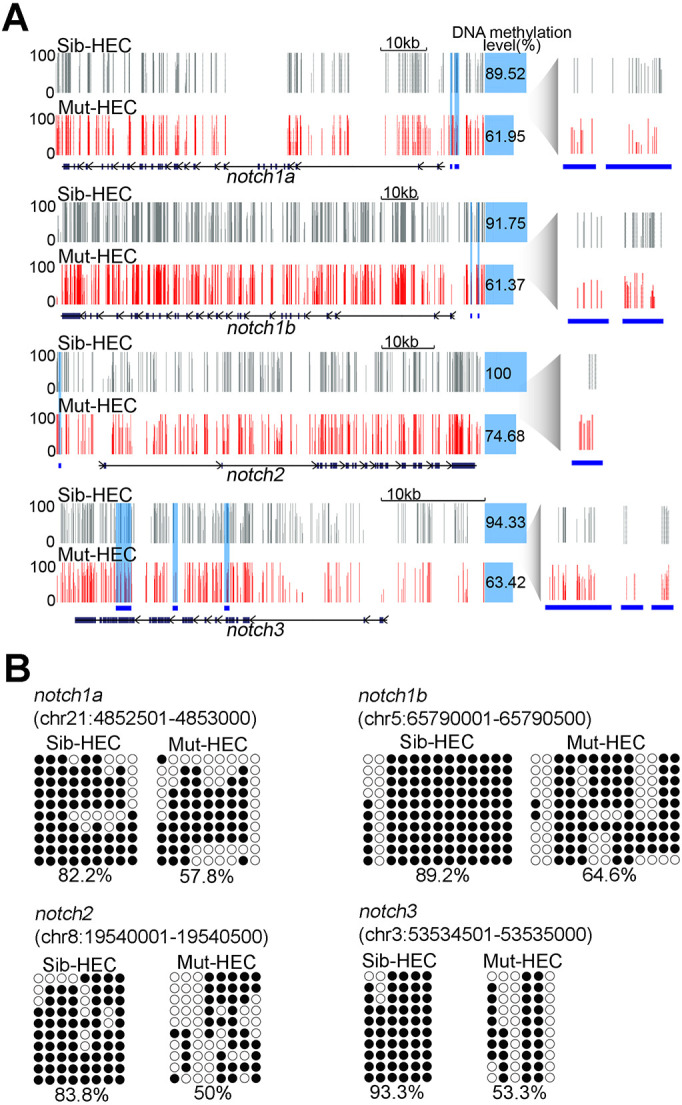
**Loss of Dnmt1 reduces methylation levels of Notch genes.** (A) Representative display of DNA methylation at Notch signaling-related genes in HECs in sibling and *dnmt1* mutants. Blue shading and blue lines show DMRs. Each vertical line on tacks represents a 5mC site. (B) Bisulfite sequencing analysis of DNA methylation at DMRs in *notch1a*, *notch1b*, *notch2* and *notch3* in HECs in sibling and *dnmt1* mutants. Filled circle, methylated CpG; unfilled circle, unmethylated CpG. The number underneath each sequencing diagram indicates the percentage of all methylated CpG sites over the total number of CpG sites of the sequenced colonies for each sample.

## DISCUSSION

The process of HSPC generation from arterial ECs is accompanied by alterations in the global transcriptome, epigenome and 3D genome topology (Wu and Hirschi, 2021). Using multi-omics approaches and bioinformatic analysis, the landscape of HSPC development has been systemically established at transcriptomic and epigenomic levels, including the DNA methylome (Baron et al., 2018; Hou et al., 2020; Li et al., 2021; Vink et al., 2020; Zeng et al., 2019; Zhu et al., 2020). However, the dynamic epigenetic regulatory mechanisms underlying HSPC development remain largely unclear in any given vertebrate model. To this end, in the present study we determined the functional role of DNA methylation during HSPC generation by depleting endogenous *dnmt1* in zebrafish. We revealed a dynamic DNA methylome in HSPC generation in normal development, and also demonstrated the functional role of DNA methylation during EHT, in which the repression of arterial genes and Notch signaling is a key step. Notably, a recent study described a DNA methylation landscape during mouse HSC development, including the endothelial-to-pre-HSC transition, and reported that the endothelial-featured genes undergo gain-of-methylation in T1 pre-HSCs (Li et al., 2021), which is consistent with our findings in zebrafish. Our functional results in zebrafish, together with the dynamic methylome in zebrafish and mice, demonstrate the evolutionary conservation of DNA methylation as a repressive regulatory mechanism for EHT in vertebrates.

Our finding also showed that DMRs displaying demethylation during ECs to HSPCs transition were mainly enriched in hematopoiesis-related terms as shown in Cluster 6 in Fig. 1C. Consistently, a very recent study reported that Tet-mediated DNA demethylation in mice could activate hematopoietic programs in ECs during HSPC specification through demethylation of NFκB1 and master hematopoietic transcription factors (such as Gata1/2, Runx1 and Gli1b). Global or endothelial-specific loss of Tet enzymes disrupted HSPC development (Ma et al., 2022). These findings demonstrated the regulatory role of DNA methylation and demethylation during HSPC generation. Combined with our findings here, we propose that Dnmt1-mediated methylation of endothelial genes and Tet-mediated demethylation of hematopoietic genes coordinately protect HSPC generation during embryonic hematopoiesis.

The Notch signaling pathway is highly conserved, and plays essential roles during embryogenesis, including artery-vein specification and definitive hematopoiesis (Fang and Hirschi, 2019; Krebs et al., 2000; Kumano et al., 2003; Lawson et al., 2001; Lin et al., 2007; Robert-Moreno et al., 2005; Swift and Weinstein, 2009). Activation of the Notch pathway in endothelial cells could lead to the expression of downstream arterial markers, which is sufficient and essential for arteriovenous specification (Fang and Hirschi, 2019; Lin et al., 2007; Swift and Weinstein, 2009). Subsequently, Notch signaling should be tuned down in HECs to facilitate HSPC emergence (Gama-Norton et al., 2015; Lizama et al., 2015; Zhang et al., 2015). The precise control of Notch activity is largely unknown, but extremely important during definitive hematopoiesis. Previous studies have shown that receptor-ligand interactions determine the strength of Notch signaling, demonstrating that a high-strength Dll4 signal promotes the arterial fate, whereas a low-strength Jag1 signal leads to the specification of HSCs (Gama-Norton et al., 2015). Besides, downregulation mechanisms of Notch signaling were found to depend on the degradation of Notch receptors, such as the Gpr183-induced proteasome pathway and Blos2-mediated endolysosomal degradation of Notch1a (Zhang et al., 2015; Zhou et al., 2016). Another different layer of downregulation of Notch signaling involves m^6^A-induced mRNA decay (Zhang et al., 2017). In the present study, we showed that DNA methylation modulates HSPC generation through repression of Notch signaling transcriptional activity. We found that higher expression of Notch signaling genes with hypo-methylated regions led to the increased Notch signaling in HECs, thereby inhibiting EHT. Interestingly, a recent study demonstrated that Dnmt1-mediated global methylation can reset an epigenetic gate to safeguard embryonic development against premature activation of adult programs (Wu et al., 2021 preprint). In the present work, the DNA methylome might play a similar role as a rheostat to effectively repress the arterial program and promote HSPC generation.

Based on the present and previous findings, we propose that Notch signaling is modulated at different levels by integrating DNA methylation, transcriptional control (Corada et al., 2013; Lizama et al., 2015), RNA modification (Zhang et al., 2017) and protein stability (Zhang et al., 2015; Zhou et al., 2016) during EHT, suggesting the existence of complex Notch regulatory mechanisms underlying HSPC generation. The multi-dimensional regulatory mode of gene expression may help to efficiently and accurately regulate the activity of key factors in the instantaneous process, as a cell fate switch. And such complex regulatory machinery at different levels during biological processes is not rare. For example, the maternal-to-zygotic transition (MZT), which involves maternal RNA and protein decay and zygotic genome activation, is an important event during early embryogenesis across vertebrates (Yartseva and Giraldez, 2015). RNA modification (including uridylation and m^6^A), miR-430 and codon usage have been reported to all facilitate maternal mRNA decay (Bazzini et al., 2012; Chang et al., 2018; Giraldez et al., 2006; Laue et al., 2019; Mishima et al., 2012; Zhao et al., 2017). The core regulatory machinery of epithelial-to-mesenchymal transition (EMT) is also governed by multiple genetic and epigenetic regulators, such as transcription factors TWIST1 and SNAIL1, multiple miRNAs (miR-200) and post-translational modifications, including ubiquitylation and phosphorylation (Nieto et al., 2016).

In summary, we provide strong evidence that DNA methylation-mediated epigenetic modification facilitates HSPC generation through the repression of Notch signaling. This finding deepens our understanding of HSPC specification, which may help in designing new strategies for HSPC generation *in vitro*.

## MATERIALS AND METHODS

### Zebrafish strains

Zebrafish strains including Tübingen, Tg(*kdrl*:mCherry) (Bertrand et al., 2010), Tg(*cmyb*:EGFP) (North et al., 2007), Tg(*runx1*:en-GFP) (Zhang et al., 2015), Tg(*tp1*:mCherry) (Parsons et al., 2009), Tg(*fli1a*:EGFP) (Lawson and Weinstein, 2002) and *dnmt1* mutant (Anderson et al., 2009) were raised at 28.5°C in system water (conductivity at 500∼550 μs/cm and pH 7.0∼7.5). Zebrafish embryos were obtained via the natural spawning of adult zebrafish. This study was approved by the Ethical Review Committee of the Institute of Hematology, Chinese Academy of Medical Sciences, China.

### Morpholinos, mRNA synthesis and plasmid construction

The antisense MOs including *dnmt1* atgMO and *dnmt1* splice MO were purchased from Gene Tools. The MO sequences were: *dnmt1* atgMO, 5′-ACAATGAGGTCTTGGTAGGCATTTC-3′ (Rai et al., 2006); *dnmt1* splice MO (sMO), 5′-AGGTCTTGGTAGGCATTTCAAGTTC-3′ (Wang et al., 2017). The full-length mismatched *dnmt1* mRNA and truncated-mismatched *dnmt1* mRNA without methyltransferase domain were generated using SP6 mMessage Machine kit (AM1340, Ambio). The full length coding DNA sequence of mismatched *dnmt1* was cloned into pDestTol2pA2 using the *hsp70* or *fli1a* promoter and an EGFP reporter using HiFi DNA Assembly Master Mix (E2621S, NEBuilder). MOs, mRNA and constructs with *tol2* mRNA were injected into zebrafish embryos at one-cell stage.

### WISH and FISH

WISH was performed as previously described with probes, including *cmyb*, *runx1*, *gata1*, *pu.1*, *ae1-globin*, *l-plastin*, *rag1*, *dll4*, *ephrin-B2a*, *dltC*, *hey2* and *dnmt1* (Wang et al., 2013; Zhang et al., 2017). FISH was performed as previously described (Heng et al., 2020) with *dnmt1*, *cmyb/runx1* and *egfp* probes.

### Western blotting

Protein was extracted from the dissected trunk regions of 36 hpf zebrafish embryos. Western blotting was performed as previously reported (Zhang et al., 2014) using the following antibodies: anti-β-Actin antibody (4967, Cell Signaling Technology, 1:1000), anti-Notch1 antibody (ab65297, Abcam, 1:100), anti-Dnmt1 antibody (24206, Proteintech, 1:300), anti-Runx1 antibody (AS-55593, Ana Spec, 1:200).

### Quantitative real-time PCR

Total RNA was extracted from the dissected trunk regions of 36 hpf zebrafish embryos using TRIzol reagent (15596018, Life Technologies) or from sorted cells using RNeasy Micro Kit (74004, Qiagen). The mRNA was reverse transcribed using M-MLV Reverse Transcriptase (M1701, Promega). qPCR was performed (Zhang et al., 2017) using premixture (FP205-03, Tiangen) on a CFX96 Real Time PCR system (Bio-Rad). Primers are listed in Table S1.

### Chemical treatment

Zebrafish embryos were treated with 4 μM Notch inhibitor DBZ (SML0649, Sigma-Aldrich) from 26 hpf to 36 hpf. Embryos were treated with 10 μM 5-Aza (A2385, Sigma-Aldrich) from 24 hpf to 36 hpf.

### Confocal imaging

The transgenic zebrafish embryos were manually dechorionated and placed in 1% low-melting-point agarose. Microscopy was performed using an Andor Dragonfly 505 confocal microscope (Oxford Instruments). The images were edited using ImageJ (National Institutes of Health) and Photoshop CS6 (Adobe).

### Bisulfite conversion and sequencing

Hemogenic endothelial cells (*kdrl*:mCherry^+^/*runx1*:en-GFP^+^) from trunk region in siblings and *dnmt1* mutants were sorted using flow cytometry (MoFlo XDP, Beckman Coulter) for direct digestion using EZ DNA Methylation-Direct™ Kit (D5020, Zymo). Digested material was bisulfite-converted following manual instructions. Bisulfite-converted DNA was amplified using primers designed by online tool Bisulfite Primer Seeker (https://www.zymoresearch.com/). ZymoTaq PreMix (E2003, Zymo) was used for amplifying bisulfite-converted DNA. Then PCR products were gel-purified, cloned into pGEM-T vector (A362A, Promega) and sequenced. The sequencing results were analyzed using online tool QUMA (http://quma.cdb.riken.jp/) (Kumaki et al., 2008). Primers for bisulfite sequencing are listed in Table S2.

### Cell transplantation

Donor embryos were first co-injected with Rhodamine-dextran (D1841, Molecular Probes) together with *dnmt1* atgMO. Then, at shield stage, ventral mesodermal cells (30-50 cells) from donor embryos were transplanted into the corresponding regions of host embryos. Host embryos were raised until 36 hpf, then microscopic observation and photography were carried out using an Andor Dragonfly 505 confocal microscope (Oxford Instruments).

### Whole genome bisulfite sequencing

Zebrafish ECs, HECs and HSPCs from the trunk region of 36 hpf Tg(*kdrl*:mCherry/*runx1*:en-GFP) embryos were sorted as previously reported (Zhang et al., 2015). For WGBS, cells from siblings and *dnmt1* mutants were resuspended in PBE buffer with DAPI (1 μg/ml, Sigma-Aldrich). Library conduction was performed according to the previous protocol (Smallwood et al., 2014). We sorted 500 cells into 10 μl M-digestion buffer (D5044, Zymo). Sample digestion, bisulfite conversion and DNA purification were performed using EZ-96 DNA Methylation-Direct MagPrep kit (D5044, Zymo) with the following modifications: samples were incubated at 50°C for 3 h, and proteinase K was inactivated by incubation at 75°C for 30 min, then bisulfite conversion was followed by incubation at 98°C for 8 min, 64°C for 3.5 h and 4°C for 20 h. DNA was eluted in 42.5 μl M-Elution Buffer for the purification procedure, combined with 1× Blue Buffer (P7010-HC-L, Enzymatics), 0.2 mM dNTPs (R0193, Fermentas), 1 μM oligo1 (CTACACGACGCTCTTCCGATCTNNNNNN) (a total of 49 μl) before being incubated at 65°C for 3 min and transferred to ice. Then, 1 μl of 50 U/μl Klenow fragment (3′-5′ exo-) (P7010-HC-L, Enzymatics) was added for the first-strand DNA synthesis followed by incubation at 4°C for 5 min, raised to 37°C at a rate of 1°C/15 s, kept at 37°C for 90 min and an additional 10 min at 70°C to inactivate the enzyme activity. Samples were then incubated with 2 μl of 20 U/μl exonuclease I (M0293S, New England Biolabs) and 48 μl nuclease-free water (4387936, Ambion) at 37°C for 60 min before DNA was purified using 0.8× AMPure XP beads (A63882, Beckman Coulter) according to the manufacturer's instructions. DNA was eluted in 42.5 μl nuclease-free water, then 1× Blue Buffer, 0.2 mM dNTPs and 1 μM oligo2 (AGACGTGTGCTCTTCCGATCTNNNNNN) were added (a total of 49 μl). Following incubation at 98°C for 2 min and immediate transferral to ice, the second-strand DNA was synthesized by adding 1 μl Klenow fragment to the solution and incubation at 4°C for 5 min, raising to 37°C at a rate of 1°C/15 s, keeping at 37°C for 90 min. The synthesized DNA was then purified using 0.8× AMPure XP beads and eluted in 22 μl nuclease-free water, and combined with 25 μl of 2× KAPA HiFi HotStart ReadyMix (KK2602, KAPA), 1.5 μl universal PCR primer and 1.5 μl index primer (KK8504, KAPA) for library amplification with the following PCR steps: 95°C 3 min, 12 cycles of (98°C 20 s, 65°C 30 s, 72°C 1 min), 72°C 1 min, 4°C hold. Amplified libraries were purified twice using 0.8× AMPure XP beads. Finally, the library was sequenced on an Illumina NovaSeq 6000 system (Novogene).

### Analysis of whole genome bisulfite sequencing data

Raw sequencing reads were first trimmed to remove adapters and law quality bases by using Trim Galore (v0.6.6). Next retained reads were aligned to zebrafish reference genome (GRCz11) using BS-Seeker2 (v2.1.8) (Guo et al., 2013), and SAMtools (v1.11) was used to remove PCR duplicates (Li et al., 2009). To estimate the DNA methylation levels, we first divided the genome into consecutive 500 bp tiles and the methylation values were calculated by the number of methylated cytosines divided by the total number of methylated and unmethylated cytosines reported by sequencing data. The mean methylation level of every 500 bp tiles was measured on behalf of the genome-wide DNA methylation level. Tiles were defined as DMR if they showed a difference of methylation levels larger than 0.2 and adjusted *P*-value less than 0.05 between two groups (unpaired two-tailed Student's *t*-test). *P*-values were adjusted using the Benjamini–Hochberg correction. Only CpG sites recovered by both groups were considered to perform DMR analysis. To evaluate the enrichment of DMRs on different genomic regions, we defined promoter regions as upstream 1 kb to downstream 1 kb of transcription start sites (TSS), gene bodies as regions from TSS to transcription end sites and downloaded genomic annotations of exons, LTRs, LINEs, SINEs, Introns and CpG island regions from the University of California Santa Cruz (UCSC) genome browser (GRCz11). DMR enrichment analysis was performed using LOLA (v1.20.0) (Sheffield and Bock, 2016). GREAT was used to annotate DMRs. The sequencing metrics for WGBS data, statistical summary of mCG sites and statistical summary of CH sites are listed in Tables S3, S4 and S5, respectively.

### RNA-seq and data sequencing

Equal amounts (500 cells) of ECs, HECs and HSPCs from the trunk region of 36 hpf Tg(*kdrl*:mCherry/*runx1*:en-GFP) siblings and *dnmt1* mutants were sorted and collected. RNA-seq library construction for low input cells was carried out as previously described (Picelli et al., 2014; Zhu et al., 2021). The library was sequenced on an Illumina NovaSeq 6000 system (Novogene). After removing low quality reads and adapters using cutadapt (v1.18) (Martin, 2011), the clean reads were mapped to a *Danio rerio* reference genome (GRCz11) using hisat2 (v2.2.1) (Kim et al., 2019). The gene expression level was quantified using HTSeq (v0.12.4) (Anders et al., 2015) and differentially expressed genes (DEGs) were determined by DESeq2 (v1.30.1) (Love et al., 2014) requiring adjusted *P*-value<0.5 and |log2FC|≥1. GO analysis was performed using R package clusterProfiler (v3.18.1) (Yu et al., 2012) and GSEA was performed as previously described (Subramanian et al., 2005). The sequencing metrics for RNA-seq data are listed in Table S6.

### Integrated analysis of DNA methylation and RNA transcription data

To resolve the potential regulation of gene expression dynamics by DNA methylation, we performed correlation analysis between gene expression values and promoter methylation levels of corresponding genes in sibling samples and mutant samples. In detail, we first defined DEGs. Then we calculated Pearson correlations between gene expression and promoter methylation of each DEG. Genes with strong negative correlations (correlation<−0.3) in sibling samples rather than mutant samples were assumed to be under the regulation of DNA methylation. Genes as samples with decreased expression and promoters with increased methylation levels from EC to HEC and from HEC to HSPC are listed in Table S7.

### Statistical analysis

The quantification of WISH results was processed by ImageJ referring to previous reported protocol (Dobrzycki et al., 2020). All data were presented as mean±s.d. and analyzed with GraphPad PRISM 8 software. All statistical evaluation was performed for at least three independent biological repeats. The unpaired two-tailed Student's *t*-test was performed for single statistical investigations between two groups. A two-way analysis of variance (ANOVA) was carried out using the Sidak correction for multiple comparisons. *P*-values were used for significance evaluation, and significance levels are shown as *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. N.S. indicates non significance.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: DNA methylation safeguards the generation of hematopoietic stem and progenitor cells by repression of Notch signaling
**Source:** Development. 2022 May 25;149(10):dev200390. doi: 10.1242/dev.200390
**Supplement:** Supplementary information

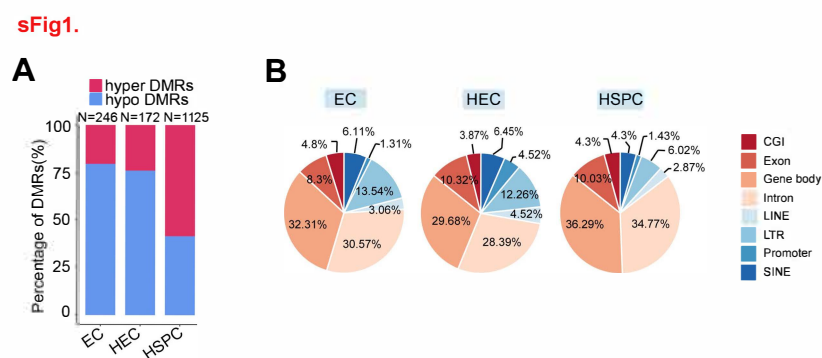

**Fig. S1. Dynamic DNA methylome during EHT.**

The amount of hypermethylated DMRs (hyper DMRs) and hypomethylated DMRs (hypo DMRs) identified in EC, HEC and HSC, respectively.

The genome distribution of DMRs that are specific in EC, HEC and HSPC, respectively.

sFig2.

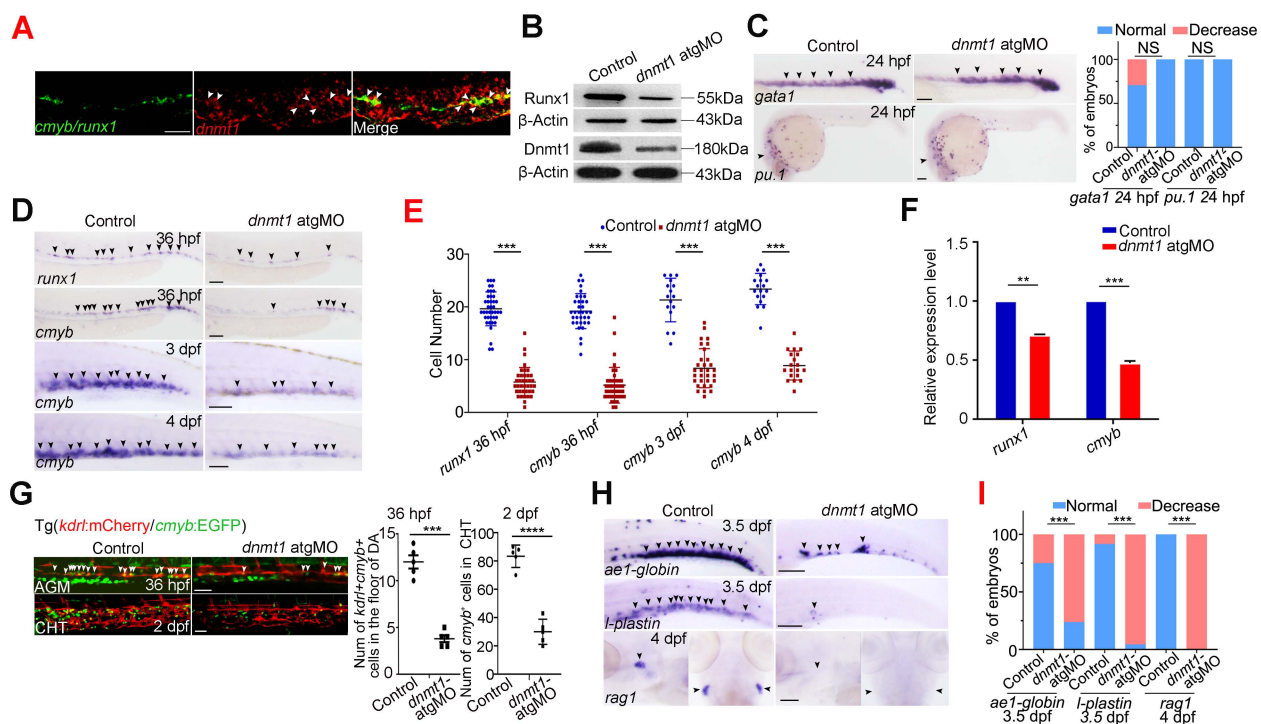

**Fig. S2. Defects in HSPC development in *dnmt1* morphants.**

- (A) Double fluorescence *in situ* hybridization (FISH) analysis showing co-expression of *dnmt1* with *cmyb/runx1* (white arrowheads). Scale bars, 30  $\mu$ m.
- (B) Western blotting analysis showing protein levels of Runx1 and Dnmt1 in control and *dnmt1* morphants at 36 hpf.
- (C) Expression of the erythroid marker *gata1* and the myeloid marker *pu.1* at 24 hpf in control and *dnmt1*-deficient embryos (left panel) and statistical analysis (right panel). Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *gata1* and *pu.1*.  $n \geq 3$  replicates. student's *t* test, NS, no significance.
- (D) WISH analysis showing the expression of *runx1* and *cmyb* in the AGM at 36 hpf, and *cmyb* expression in CHT region at 3 dpf and 4 dpf, in control and *dnmt1*-deficient embryos, respectively. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *runx1* and *cmyb*.  $n \geq 3$  replicates.
- (E) Statistical analysis of the WISH data in (D). Error bars, mean  $\pm$  SD, \*\*\**P* < 0.001, student's *t* test.
- (F) qPCR analysis of *runx1* and *cmyb* expression in control and *dnmt1* morphants at 36 hpf. Error bars, means  $\pm$  SD,  $n=3$  replicates, \*\**P* < 0.01, \*\*\**P* < 0.001, student's *t* test.
- (G) Confocal imaging showing the number of *kdrl*<sup>+</sup>/*cmyb*<sup>+</sup> HECs in AGM region at 36 hpf (white arrowheads) and *cmyb*<sup>+</sup> HSPCs in CHT region at 2 dpf, in control and *dnmt1* morphants with quantification. Error bars, means  $\pm$  SD, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001, student's *t* test. Scale bars, 50  $\mu$ m.  $n \geq 3$  replicates.
- (H) WISH analysis showing the expression of *ae1-globin* and *l-plastin* in the CHT region at 3.5 dpf and *rag1* in the thymus at 4 dpf, in control and *dnmt1* morphants. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of corresponding hematopoietic genes.  $n \geq 3$  replicates.
- (I) Statistical analysis of the WISH data in (H). Error bars, mean  $\pm$  SD, \*\*\**P* < 0.001, student's *t* test.

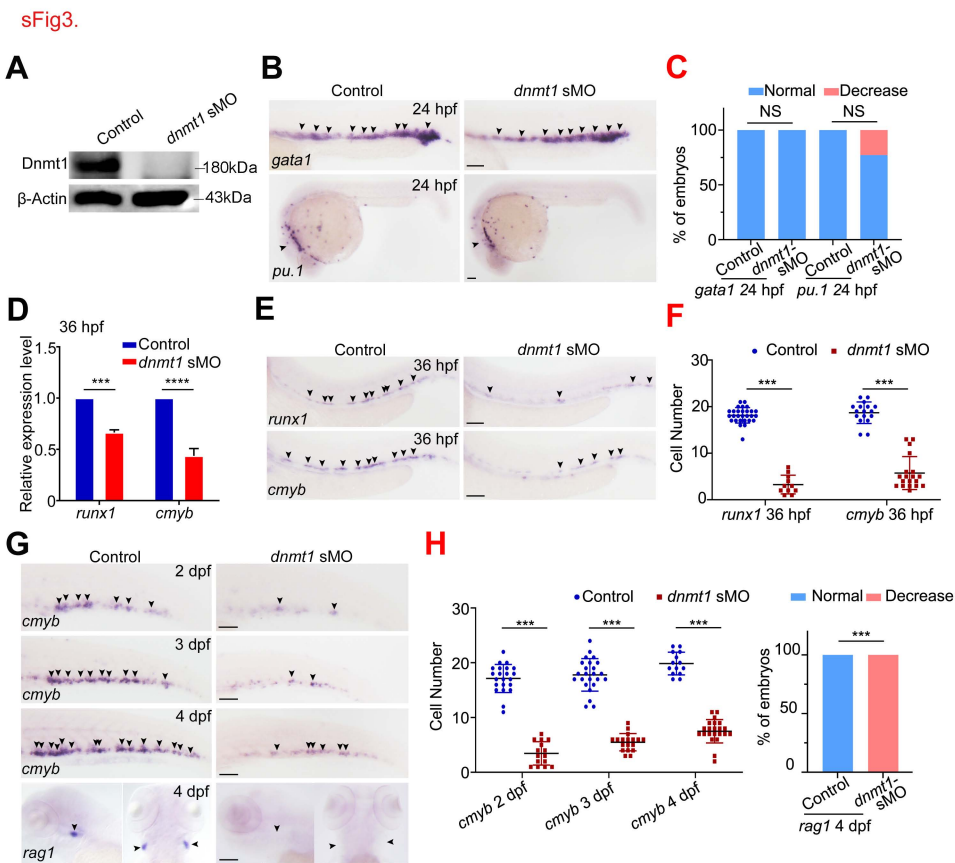

**Fig. S3. HSPC development is impaired in *dnmt1* sMO-injected embryos.**

- (A) Protein level of Dnmt1 in control and *dnmt1* sMO-injected embryos at 36 hpf.
- (B) Expression of the erythroid marker *gata1* and the myeloid marker *pu.1* in control and *dnmt1* sMO-injected embryos at 24 hpf. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *gata1* and *pu.1*.  $n \geq 3$  replicates.
- (C) Statistical analysis of the WISH data in (B). Error bars, mean  $\pm$  SD, NS, no significance, student's *t* test.
- (D) qPCR analysis of *runx1* and *cmyb* expression in control and *dnmt1* sMO-injected embryos at 36 hpf. Error bars, means  $\pm$  SD, \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , student's *t* test.
- (E) Expression of *runx1* and *cmyb* in the AGM region at 36 hpf in control and *dnmt1* sMO-injected embryos. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *runx1* and *cmyb*.  $n \geq 3$  replicates.
- (F) Statistical analysis of the WISH data in (B). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's *t* test.
- (G) WISH analysis showing expression of *cmyb* in the CHT region at 2 dpf, 3 dpf and 4 dpf, and *rag1* in the thymus at 4 dpf, in control and *dnmt1* sMO-injected embryos, respectively. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *cmyb* and *rag1*.  $n \geq 3$  replicates.
- (H) Statistical analysis of the WISH data in (G). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's *t* test.

sFig 4.

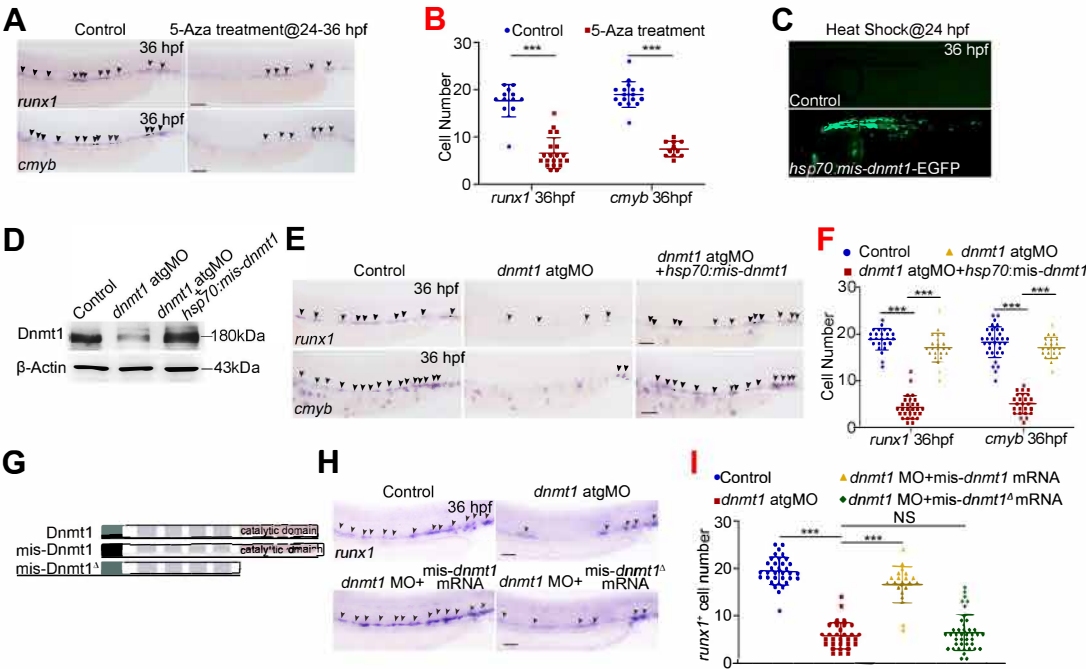

**Fig. S4. DNA methylation is required during EHT.**

- (A) Expression of *runx1* and *cmyb* in the AGM region at 36 hpf in control embryos and 5-Aza-treated embryos. Treatment was performed from 24 to 36 hpf. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *runx1* and *cmyb*.  $n \geq 3$  replicates.
- (B) Statistical analysis of the WISH data in (A). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's  $t$  test.
- (C) The EGFP expression in embryos-injected with *hsp70:mis-dnmt1*-EGFP construct at 36 hpf. Heat shock was performed at 24 hpf.
- (D) Protein level of Dnmt1 in control, *dnmt1* morphants, and embryos-coinjected with *dnmt1* atgMO and *hsp70:mismatch-dnmt1*-EGFP constructs at 36 hpf.
- (E) Expression of *runx1* and *cmyb* in control, *dnmt1* morphants, and embryos-coinjected with *dnmt1* atgMO and *hsp70:mismatch-dnmt1*-EGFP constructs. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *runx1* and *cmyb*.  $n \geq 3$  replicates.
- (F) Statistical analysis of the WISH data in (E). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's  $t$  test.
- (G) The schematic structures of *dnmt1* mRNA, *dnmt1* mis-mRNA and truncated *dnmt1*" mis-mRNA.
- (H) WISH analysis of *runx1* expression in control, *dnmt1* morphants, *dnmt1* morphants with overexpression of *dnmt1* mis-mRNA or truncated *dnmt1* mis-mRNA (*mis-dnmt1* <sup>$\Delta$</sup>  mRNA), respectively. Scale bars, 100  $\mu$ m. The arrowheads indicate the expression of *runx1*.  $n \geq 3$  replicates.
- (I) Statistical analysis of the WISH data in (H). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , NS, no significance, student's  $t$  test.

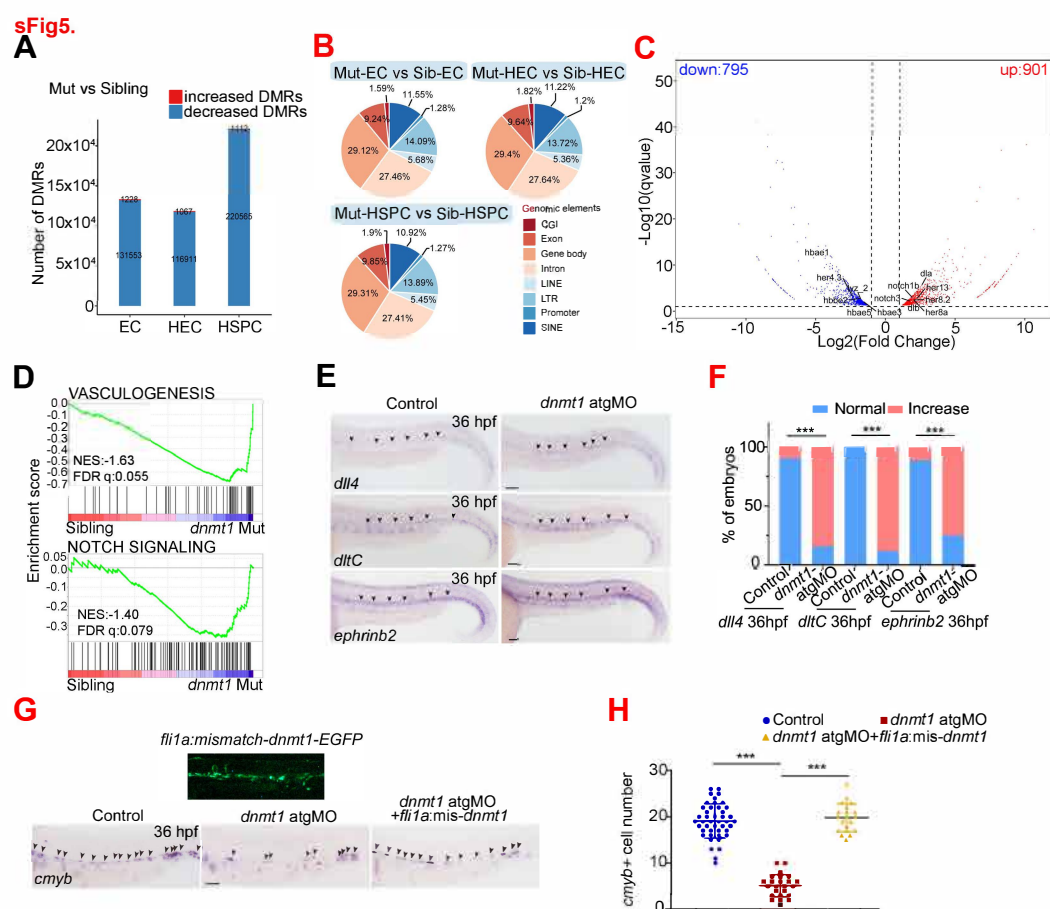

**Fig. S5. The expression of arterial genes is increased in *dnmt1* morphants.**

(A) The number of DMRs comparing sibling and *dnmt1* mutant samples in EC, HEC and HSPC.

(B) Genome distribution of DMRs identified in (A).

(C) Volcano plots for differential expressed genes identified by RNA-seq in *dnmt1* mutant compared with siblings in HSPC.

- (D) Gene set enrichment analysis (GSEA) of genes associated with vasculogenesis and Notch signaling in HEC comparing sibling and *dnmt1* mutant samples.
- (E) WISH analysis showing the expression of arterial genes *dll4*, *dltC* and *hey2* in control and *dnmt1* morphants at 36 hpf (arrowheads). Scale bar, 100  $\mu$ m.  $n \geq 3$  replicates.
- (F) Statistical analysis of the WISH data in (E). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's *t* test.
- (G) Expression of *cmyb* expression (arrowheads) in control, *dnmt1* morphants, and embryos-coinjected with *dnmt1* atgMO and *fli1a*:mismatch-*dnmt1*-EGFP constructs (Bottom panel). Upper panel, the embryos-injected with *fli1a*:mis-*dnmt1*-EGFP construct showing vessel-specific EGFP expression at AGM region. Scale bar, 100  $\mu$ m.  $n \geq 3$  replicates.
- (H) Statistical analysis of the WISH data in (G). Error bars, mean  $\pm$  SD, \*\*\* $P < 0.001$ , student's *t* test.

sFig6.

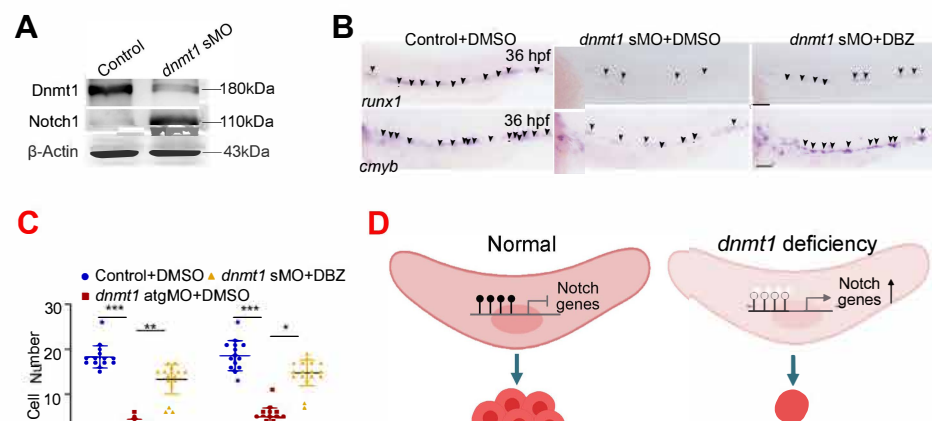

**Fig. S6. Notch activity is elevated in *dnmt1* sMO-injected embryos.**

- (A) Protein levels of Notch1 in control and *dnmt1* sMO-injected embryos at 36 hpf.
- (B) Expression of *runx1* and *cmyb* in control and *dnmt1* sMO-injected embryos treated with DMSO or DBZ, respectively. Scale bar, 100  $\mu$ m. The arrowheads indicate the expression of *runx1* and *cmyb*.  $n \geq 3$  replicates.
- (C) Statistical analysis of the WISH data in (B). Error bars, mean  $\pm$  SD, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, student's *t* test.
- (D) Model depicting the role of Dnmt1-mediated methylation in regulation of HSPC generation through repression of Notch genes. During normal development (left panel), Notch signaling is tightly controlled by DNA methylation to ensure HSPC production. In the absence of *dnmt1* (right panel), Notch signaling is abnormally activated due to the hypomethylation, thereby causing impaired HSPC generation.

**Table S1. The primers for QPCR.**

[Click here to download Table S1](#)

**Table S2. The primers for bisulfite sequencing.**

[Click here to download Table S2](#)

**Table S3. The sequencing metrics for WGBS data.**

[Click here to download Table S3](#)

**Table S4. The statistical summary of mCG sites.**

[Click here to download Table S4](#)

**Table S5. The statistical summary of CH sites.**

[Click here to download Table S5](#)

**Table S6. The sequencing metrics for RNA-seq data.**

[Click here to download Table S6](#)

**Table S7. Genes with decreased expression and promoter with increased methylation levels from EC to HEC and from HEC to HSPC.**

[Click here to download Table S7](#)

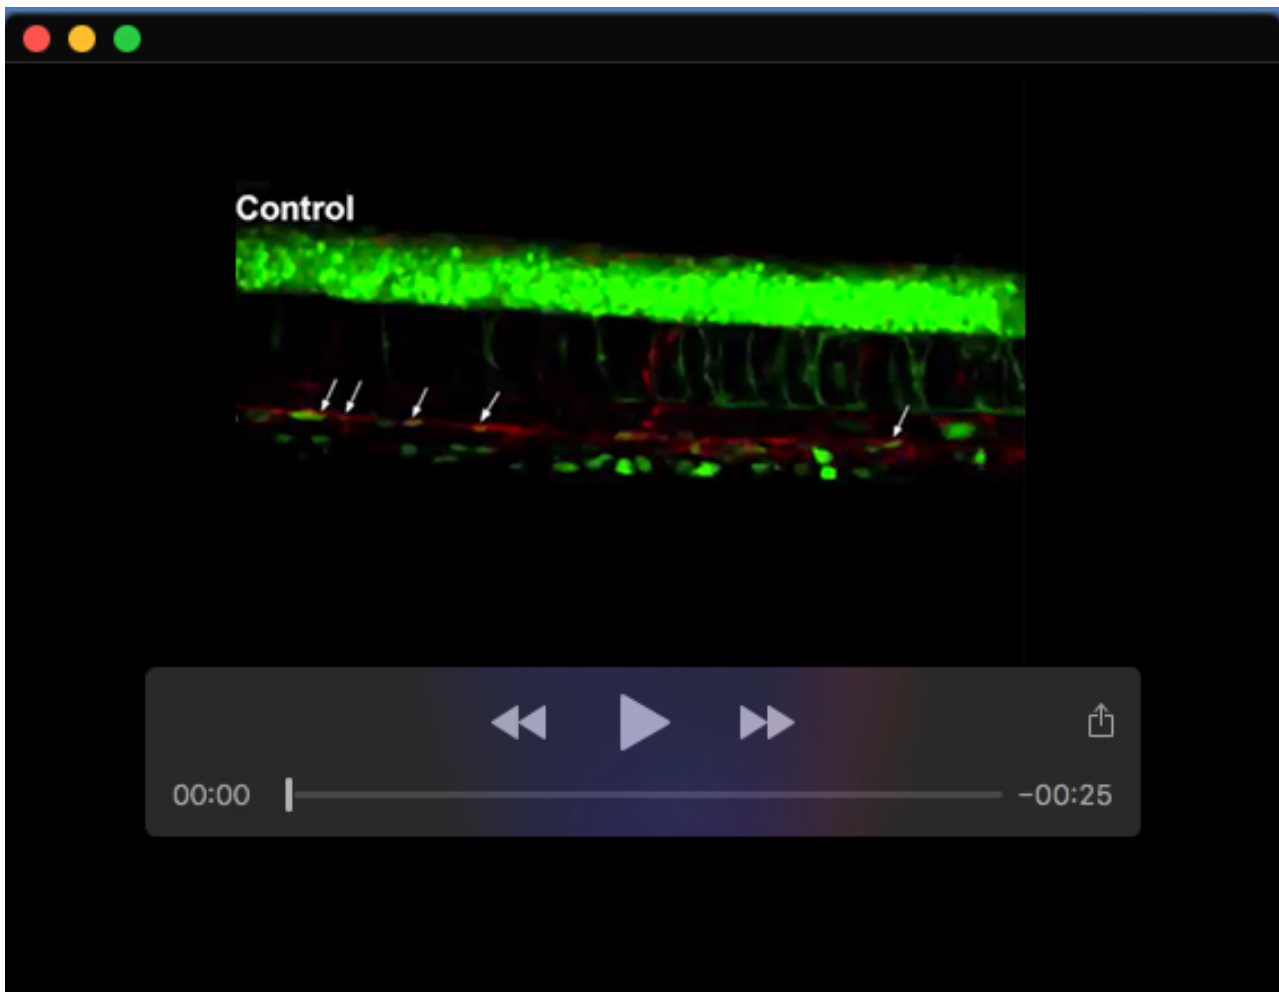

**Movie 1. Time-lapse lineage tracing of EHT in control embryos.**

The fate transition via EHT was observed in control *Tg(kdr1:mCherry/cmyb:EGFP)* embryo from 34 hpf to 40 hpf by Andor Dragonfly 505 confocal microscope. The white arrows indicate the HEC and emerging HSPCs.

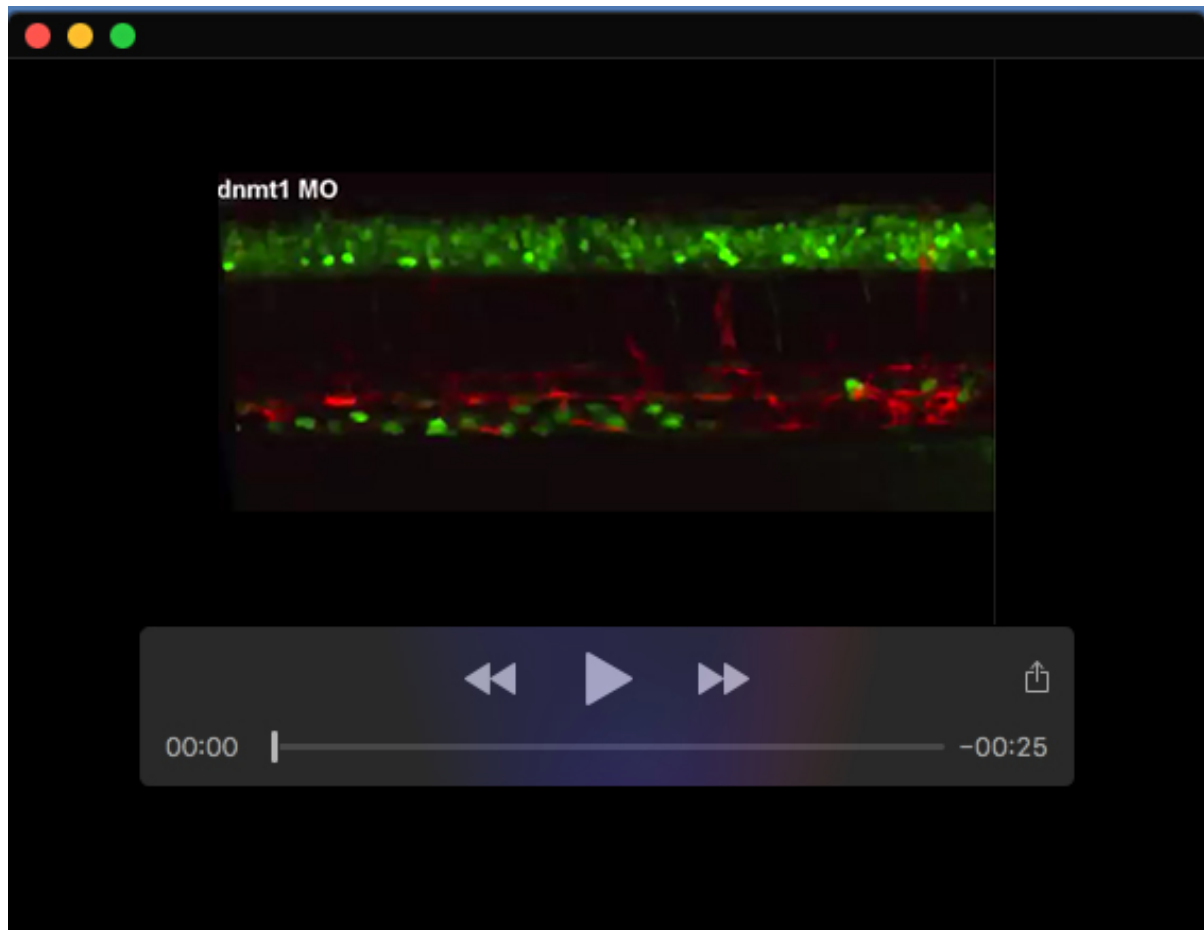

**Movie 2. Time-lapse lineage tracing of EHT in *dnmt1* atgMO-injected embryos.** The fate transition via EHT was impaired in *dnmt1* morphant Tg(*kdrl*:mCherry/*cmyb*:EGFP) embryo from 34 hpf to 40 hpf. The white arrow indicates the HEC and emerging HSPC. .

How the deposited data were processed for this re-analysis (not part of the article)

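RNA-seq was measured in 16 libraries of ECs, HECs and HSPCs sorted from zebrafish siblings and *dnmt1* mutants, and WGBS in 18 samples of the same cell types, all at 36 hpf and, by the paper's methods, with 500 sorted cells each. The sample labels describe single-cell protocols for both assays instead, and the paper was followed. The authors made the deposited counts by trimming reads with cutadapt, aligning them to GRCz11 with hisat2 and counting them on genes with HTSeq, and they deposited the counts without normalization. The annotation and the strand setting of that step are not stated. The count table also holds 5 tallies of reads given to no gene, which make up 45.8% of all reads, and these stayed out of library sizes and tests. The deposited log2 fold changes of expression between cell types are the authors' values, 1 per gene with replicates combined, for genes they selected from DEGs by a negative correlation of expression with promoter methylation in siblings and not in mutants. The deposited score for the change of promoter methylation is also the authors' value, its scale is not stated, and only its sign was used here. For WGBS the authors deposited coordinates of 500 bp tiles called as DMRs. Which genes, promoters or genomic features these tiles overlap was not analysed here.

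Counts on genes numbered from 3125048 to 13201410 per library, with a median of 4563344. Columns were assigned to cell type and genotype by their own names. The library is the unit of replication. Same-numbered sibling and mutant libraries of a cell type deviated together from their group means, with correlations over genes from 0.194 to 0.431 in the 6 pairs of ECs and HECs, against at most 0.0417 for different numbers. With 2 HSPC libraries per genotype the deviations mirror each other, so both HSPC pairs give the same value, 0.445. The replicate numbers were therefore treated as pairing the samples in the fits called replicate block, and the pairing comes from this check and from the labels, not from a statement in the paper.

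Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the package's filter on low counts and a robust quasi-likelihood fit over all libraries. Alternatives chosen before the data were examined were RLE size factors, no filter, at least 10 counts in every library of the compared groups, no fold-change minimum, fitting only the compared groups, the replicate block, leaving out each library in turn and DESeq2 1.42.0 at adjusted *P*-values under 0.05 and under 0.5. DESeq2 on the compared groups alone was added after the data were seen. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and with fry, with an estimated correlation and with the replicate block as alternatives. The genes named are those that the paper names in these experiments, *dnmt1*, and members of the lists that passed a threshold. Medians of the authors' gene lists were compared with 10000 random lists drawn within 20 bins of mean expression (2000 lists for each alternative), in two-sided permutation tests. Genes with 0 counts in all libraries of a group were also set to a bound at 3 counts.

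Overlaps of tile lists were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Among the tiles of all lists, 20 instead of 100 placements were drawn for lists over 50000 tiles.

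The edgeR and DESeq2 fits, camera, the overlap of tile lists and the count in windows of neighbouring genes were tested on simulated data. With 200 genes changed by a log2 of 3 and the spread between libraries seen in the data, the edgeR fit found 30 in HSPCs, 77 in HECs and 77 in ECs, with 1, 3 and 4 other genes called. DESeq2 found 97, 126 and 136, with 83, 47 and 69 other genes called. At a low spread edgeR found 194, 195 and 195. When the vascular list was raised by a log2 of 1, its adjusted *P*-value from camera was 1.8e-10, and 0 of 11 other lists passed. The simulated genes varied independently of each other, so this does not test camera on lists of correlated genes. In simulated tile lists, all 300 tiles made to be shared were found.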

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

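Of the tests in this part, the count of genes near *dnmt1* over the 3 cell types was set before its result was seen, and all others were chosen afterwards.

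The *dnmt1* mutation was followed through its chromosome, because libraries of mutants share the chromosome segment that carries it. A mean change in mutants over the 3 cell types was tested with edgeR. After adjustment 0 of 21161 genes passed, with a smallest adjusted *P*-value of 0.272, and 650 genes (3.07%) had an unadjusted *P*-value under 0.05. In the gene order of the assembly GRCz12tu, 15859 of the tested genes could be placed. Among the 200 genes nearest to *dnmt1*, 19 had an unadjusted *P*-value under 0.05, against a median of 6 in windows of 200 neighbouring genes. No window of the 10869 held more, and 0.0736% held as many. Without muscle markers and pvalb genes the count was 17 (0.313% of windows as high), and without symbols listed more than once it was 16 (0.161%). Within cell types it was 14 in HSPCs (0.626%), 12 in HECs (3.36%) and 14 in ECs (1.2%). Of the 20 genes with the lowest *P*-values, 14 could be placed and 6 of them lay in this window. They are *cdc42ep4a*, *rac1b*, *pgls*, *ndel1b*, *si:ch211-74m13.1* and *epn3a*, named after their values were seen, and all 6 were lower in mutants in each cell type. On uniform simulated *P*-values the window with 40 genes made low held 44, and an unchanged window held 7.

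The count table lists 1805 symbols with a pair of entries, of which 1593 could be placed, 7 of them among the 200 genes nearest to *dnmt1*. In 5 pairs both entries had an unadjusted *P*-value under 0.05 and moved in opposite directions, and 3 of these, *cdc42ep4a*, *epn3a* and *ndel1b*, lay near *dnmt1* (one-sided Fisher's exact test, *P*=5.19e-07). The others, *mettl2a* and *vat1*, lay 474 and 470 genes away on the same chromosome. In a further 4 pairs both entries had an unadjusted *P*-value under 0.05 and moved in the same direction. The first entry of *cdc42ep4a* held a median of 66.5% of the symbol's counts in siblings (range 38.7% to 100%) and 3.87% in mutants (range 0% to 13.5%). For *ndel1b* it held 90.3% (79.4% to 100%) and 26.4% (20.9% to 33.2%), and for *epn3a* 97.1% (42.9% to 100%) and 4.36% (0% to 54.2%).

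These values, 19 genes in the window and the Fisher test at 5.19e-07, are consistent with variants linked to the mutation, whose reads may be counted on another entry of the gene or lost in alignment. Effects of linked variants on transcription itself, and local effects of the loss of Dnmt1, stay open, since every mutant library carries both. The paper does not report on this segment. *notch3* lies 9 genes from *dnmt1*, so a difference in it between genotypes could not be assigned to methylation from these libraries alone. Its fitted log2 fold change in mutants was 1.69 (standard error 1.57) in HSPCs, 1.12 (1.26) in ECs and −1.78 (1.32) in HECs. None of these passed after adjustment.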

How the results depend on the processing

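DESeq2 on the compared groups alone and the division of the authors' genes by direction were chosen after the data were seen, and the other alternatives before.

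Mutants against siblings gave 0 calls with edgeR in HECs and ECs under every edgeR alternative and with each library left out, with 564 and 655 genes at an unadjusted *P*-value under 0.05. In HSPCs, with 398 such genes, edgeR gave 1 call without a filter on low counts, *LOC100149084*, whose mutant libraries are listed at 0 and which is named after its values were seen. DESeq2 at an adjusted *P*-value under 0.05 gave 48 calls in HSPCs, 30 in HECs and 37 in ECs, and at 0.5 it gave 135, 89 and 205. On the compared groups alone it gave 39, 15 and 13 at 0.05, 93, 29 and 88 at 0.5, and 602, 527 and 664 at an unadjusted *P*-value under 0.05. On simulated data DESeq2 also called many unchanged genes. The difference of the mutant effect between cell types gave 0 calls with edgeR, beside 474, 501 and 767 genes at an unadjusted *P*-value under 0.05, and 22 (HSPCs and HECs), 18 (HSPCs and ECs) and 35 (HECs and ECs) with DESeq2.

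The 4 calls between sibling HECs and ECs became 53 without a filter, 112 with at least 10 counts in every library, 0 with only these groups fitted (1983 at an unadjusted *P*-value under 0.05) and 198 with the replicate block. They ranged from 0 to 190 across the 6 fits that each left out 1 library, with 0 without EC sibling replicate 2, EC sibling replicate 3 or HEC sibling replicate 1, 1 without HEC sibling replicate 3, 166 without HEC sibling replicate 2 and 190 without EC sibling replicate 1. DESeq2 gave 1149 at 0.05 and 5210 at 0.5, and on these groups alone 757, 4195 and, unadjusted, 2951. The 294 calls between sibling HSPCs and HECs became 588 with the replicate block, 90 with at least 10 counts, 0 with only these groups fitted (2557 unadjusted), and 1544 and 5911 with DESeq2, or 1811, 6091 and, unadjusted, 4040 on these groups alone. They ranged from 142 without HEC sibling replicate 3, with 143 without HEC sibling replicate 1, to 325 across the fits that left out 1 library. Fewer genes are tested with at least 10 counts, and fewer libraries enter the estimate of the spread with only the compared groups. The cause of the other changes was not tested.

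The vascular list in HECs had an adjusted *P*-value of 0.00370, 0.999 with fry, 0.973 with an estimated correlation, and from 3.45e-07 to 0.314 with 1 library left out. It was above 0.05 without sibling replicate 1 (0.270), sibling replicate 3 (0.314), mutant replicate 1 (0.134) or mutant replicate 2 (0.0780). With the replicate block the hematopoietic list in HSPCs passed at 0.0260, the embryonic globin list in HECs at 0.000465, and the genes labelled on the downregulated side of Fig. S5C in HSPCs and HECs at 6.21e-05 and 0.000465, while the Notch targets in HSPCs no longer passed at 0.130. It changed no other call of a list. In ECs the vascular list, lower in mutants at 0.320 with all libraries, ranged from 0.000192 without EC sibling replicate 1 to 0.921, and it also passed without EC mutant replicate 3 (0.0122). Without EC sibling replicate 1 the arterial genes also passed in ECs, lower in mutants, and the other erythroid genes and the genes labelled on the upregulated side of Fig. S5C passed, higher in mutants, each at 0.0387. The embryonic globin list passed in ECs, higher in mutants, without EC sibling replicate 1 (0.0458) or EC mutant replicate 2 (0.000968), and the other erythroid genes did without the latter (0.0409). In HECs the globin list, lower in mutants, also passed with only the compared groups (0.0407) and without HEC sibling replicate 3 (0.000525), as did the genes on the downregulated side without that library (0.0366). The Notch signaling list in HECs stayed above 0.05 in every alternative run.

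The median of all listed genes from ECs to HECs in siblings was 1.12, but −0.79 with genes at their bound and −1.60 with at least 10 counts in every library. It ranged from 0.00 without HEC sibling replicate 1 or 2 to 1.27, since the list holds genes that rise and genes that fall in about equal numbers. In mutants it was −0.31 and ranged from −0.51 to 0.18, the latter without EC mutant replicate 2. The genes listed as lower stayed lower in both genotypes and at both stages in every alternative run. From HECs to HSPCs in siblings their median ranged from −4.35 without HSPC sibling replicate 3 to −2.23.

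Random placement among the tiles of all lists raised the random share above the observed share for 8 comparisons. It gave 35.5% for DMRs between ECs and HECs in the mutant list of ECs, 31.7% and 59.3% for DMRs between HECs and HSPCs in the mutant lists of HECs and HSPCs, and 31.6%, 35.6%, 59.4%, 59.4% and 31.6% among the mutant lists. For DMRs between ECs and HECs in the mutant list of HECs the random share was 31.6%, near the observed 32.8%. By construction each tile drawn this way belongs to some list, and the mutant lists make up most of the tiles. These random shares thus follow the size of the lists and do not show sharing below chance.

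Of 30 named values of genes, 12 were neither reversed in a test nor moved by more than their standard error, 10 reversed in some alternative and 8 moved by more than their standard error when 1 HSPC library was left out, which left 1 library in a group and no test. Among these 8, *hbbe2*, *hbae5*, *lyz* and *dnmt1* also changed sign in one such fit, as did *hbae3* among the 12 (to 0.19). *her4.3* in HSPCs was at 2.14 with the replicate block. *myb* in HSPCs was at −0.0151 with DESeq2, −0.0326 with only the compared groups and −0.0508 with the replicate block. With 1 library left out, the log2 fold changes in HECs ranged from −0.43 to 0.11 for *notch1a*, −0.66 to 0.73 for *notch2*, −2.40 to 0.58 for *notch3*, −0.30 to 0.75 for *hey2* and −2.09 to 1.04 for *her15.1*. In ECs they ranged from −1.63 to 0.0792 for *dlc*, −0.0880 to 0.62 for *efnb2a* and −1.01 to 0.000311 for *hey2*.

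The planned results on genes with DMRs in their promoters, on the genomic distribution of DMRs and on DMRs by gene body at Notch genes were not run, because no annotation of GRCz11 was used here. Depth is unknown for the DMRs, and it limits genes near the floor of the counts.

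Other splits of the 6 libraries into groups of 3 set these results against regrouping. They were read on unadjusted counts for mutants against siblings, a choice made after the data were seen because adjusted counts were 0. In ECs 7 of the 10 splits, and 1 of the 4 that part all same-numbered pairs, gave as many genes as the real one, and in HECs 9 of 10 and 3 of 4 did. The vascular list in HECs had a *P*-value as small in 4 of 10 splits (2 of the 4) and the Notch signaling list in 4 of 10 (2 of the 4). Between sibling HECs and ECs 2 of 10 splits (1 of the 4) gave as many calls, and for the medians of the genes listed as lower only the real split did in siblings (1 of 10) and in mutants (1 of 10). For the difference between HECs and ECs in the mutant effect, 85 of 100 regroupings of the 12 libraries gave as many genes, with 2 of the 16 that part the pairs. The other splits put same-numbered libraries into one group. With 10 splits no share under 0.1 is possible.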

Differences from the paper's values

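No test in this part was chosen after its result was seen, apart from DESeq2 on the compared groups alone and the division of the listed genes by direction.

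For HSPCs the paper gives 901 upregulated genes in *dnmt1* mutants (Fig. S5C) and edgeR here called 0, with 221 at an unadjusted *P*-value under 0.05. For downregulated genes the paper gives 795 and edgeR called 0, with 177 unadjusted. None of the alternatives set before the data were examined closes either gap. The most upregulated calls among them were 65 and the most downregulated 70, both with DESeq2 at an adjusted *P*-value under 0.5. DESeq2 on the compared groups alone gave 17 and 22 at 0.05, 48 and 45 at 0.5, and 341 and 261 at an unadjusted *P*-value under 0.05. On simulated HSPC data with the spread seen here, edgeR found 30 of 200 genes changed by a log2 of 3. DESeq2 found 97, with 83 unchanged genes also called. The 0 calls with edgeR thus do not exclude large changes. Of the 13 genes labelled in Fig. S5C, edgeR called 0 after adjustment. DESeq2 on all libraries called 0 of the 10 to which it gave an adjusted *P*-value, and it gave none to *hbae1*, *hbae3* and *her13*. At an unadjusted *P*-value under 0.05 edgeR called *notch1b*. DESeq2 on the compared groups alone called *hbae1* at 0.5 and *dla*, *notch3* and *hbae1* unadjusted. The cell type of these counts was taken from the legend of Fig. S5C.

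Some results also differ from statements in the paper. The paper reads its GSEA in HECs, with a hedge, as enriched Notch signaling upon *dnmt1* deficiency (Fig. S5D), whereas the Notch signaling list here was lower in mutants without passing the threshold (19 of 45 genes higher, adjusted *P*-value 0.432). The lists and the tests differ. For vasculogenesis, in the same sentence of the paper, the vascular list in HECs had the paper's direction (36 of 53 genes higher, adjusted *P*-value 0.00370 from camera). This result was not stable. Its adjusted *P*-value was 0.999 with fry and 0.973 with an estimated correlation, and above 0.05 in 4 of the 6 fits that left out 1 library. The paper describes upregulated genes as enriched for blood vessel terms (Fig. 3C), whereas the vascular list in HSPCs showed no clear direction, with 24 of 53 genes higher and an adjusted *P*-value of 0.554. The methods describe the listed genes as falling in expression with rising promoter methylation, but the authors' deposited table of the specification stage also holds 206 genes with higher expression. The paper states that this held in siblings and not in mutants, whereas 172 of the 177 genes listed as lower from ECs to HECs and 175 of the 181 from HECs to HSPCs were also lower in mutants. The paper's selection rests on a correlation with methylation in mutants, which was not analysed here.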

Other observations

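All tests in this part were chosen after the results they address were seen, apart from the tests of gene lists and named genes.

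The sample labels of the RNA-seq libraries disagree on genotype between fields. The fold changes that the authors deposited for siblings were set against both kinds of column to see which the authors treated as siblings. From ECs to HECs the values in the authors' deposited table had a correlation of 0.796 with the columns named sibling (385 genes) and 0.466 with those named mutant (368 genes). The median absolute difference was 0.280 and 0.888. The authors thus treated the columns named sibling as siblings. The test cannot show whether the libraries behind these names were exchanged, because the authors' values come from the same libraries. If the other field of the labels is right, every RNA-seq direction between siblings and mutants reverses. From HECs to HSPCs the correlations were 0.118 and 0.0217, which decide nothing.

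The authors chose their lists on the sibling libraries, which may by itself give a fall of these genes in mutants. Unlisted genes with the same change in siblings had a median log2 fold change of −1.43 in mutants from ECs to HECs (95% of draws from −1.61 to −1.22), and the listed genes had −1.50. From HECs to HSPCs unlisted genes had −1.54 (−1.81 to −1.24) and the listed genes −2.55. Choice on the siblings can thus account for the fall at the first stage. At the second stage the listed genes fell further than the unlisted ones. The unlisted genes were matched on the sibling change alone, not on expression or its spread. Choice as the whole cause is therefore not excluded there.

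In HECs the muscle list was higher in mutants (14 of 15 genes higher, median log2 fold change 7.12, adjusted *P*-value 0.00370, range 2.39e-06 to 0.524 with 1 library left out). Of the 15 markers, 14 were highest in HEC mutant replicate 1, and without this library the adjusted *P*-value was 0.524 and the median 2.04. RNA of muscle cells in this library is a candidate explanation. The adjusted *P*-value was also above 0.05 without sibling replicate 1 (0.0629) or sibling replicate 2 (0.128). Muscle markers made up 0.952% of counts on genes in HEC mutant replicate 1. Their share was larger in HSPC sibling replicate 3 (3.68%) and HSPC mutant replicate 3 (3.10%). It was 0.00081% in HSPC sibling replicate 2 and 0.0871% in HSPC mutant replicate 2. Muscle RNA in HSPC libraries thus differed between replicate numbers, in both genotypes.

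In HSPCs the embryonic globin list was lower in mutants (1 of 9 genes higher, median −1.22, adjusted *P*-value 0.0468), as was the list of other erythroid genes (0 of 9 higher, median −0.56, adjusted *P*-value 0.0202), and the replicate block gave 2.78e-05 and 0.00613. Without HSPC sibling replicate 2 the globin median was 0.78, but that fit kept HSPC mutant replicate 2 without its same-numbered sibling. Globin genes made up 17.4% of counts in the sibling and 6.42% in the mutant library of replicate 2. In replicate 3 the shares were closer, at 3.72% and 3.11%, and *hbbe2* and *hbae5* were higher in the mutant library. The fall of the list thus rests mostly on replicate 2. The median of the other erythroid genes was −0.55 without HSPC sibling replicate 2, −0.33 without HSPC mutant replicate 2 and −0.88 without HSPC mutant replicate 3. All 9 globin genes were higher in HSPC sibling replicate 2 than in HSPC sibling replicate 3, but only 3 of the 9 other erythroid genes were, with a median log2 ratio of −0.0441. This argues against a higher erythroid content of that library, and the source of its globin counts stays open. Globin genes also lie 10 to 17 genes from *dnmt1*, and linked variants stay open as a cause. The 3 on another chromosome, *hbae5*, *hbbe2* and *hbbe3*, had a median of −1.31, but 2.87 without HSPC sibling replicate 2, so they decide nothing. The genes labelled on the upregulated side of Fig. S5C had an adjusted *P*-value of 0.000988 as a list, and those on the downregulated side 0.167. The authors picked both from these libraries.

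The genes that the paper measured by qPCR in HECs (Fig. 5A) had log2 fold changes in RNA-seq of HECs of 0.33 (standard error 0.42) for *dll4*, −0.25 (0.33) for *notch1a*, 0.13 (0.48) for *notch1b*, 0.16 (0.62) for *notch2*, −1.78 (1.32) for *notch3*, 0.22 (0.79) for *hey2* and 0.37 (1.51) for *her15.1*. All had an adjusted *P*-value of 1 from edgeR, and *her1*, with at most 20 counts in a library, was not tested. Adjusted over the list alone 0 passed in HECs, and in HSPCs *dll4* and *notch1b* did, in opposite directions. The arterial genes in ECs were at −0.29 (0.42) for *dll4*, −0.83 (0.79) for *dlc*, 0.29 (0.90) for *efnb2a* and −0.52 (0.79) for *hey2*, each with an adjusted *P*-value of 1 from edgeR. The paper reports these markers as increased, by WISH in embryos (Fig. 4A) and, for all but *dll4*, by qPCR in *kdrl*+ ECs (Fig. 4C). The standard errors in RNA-seq leave both directions open for each gene, so no cause of the difference is given.

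The further lists fixed beforehand (neural, interferon response, p53 response, germline and methylation machinery) had adjusted *P*-values from camera of at least 0.301 in HSPCs, 0.432 in HECs and 0.320 in ECs with all libraries. Without EC sibling replicate 1 the neural and the methylation machinery lists passed in ECs, both higher in mutants, each with an adjusted *P*-value of 0.0387.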
